# Skeletal muscle derived Musclin protects the heart during pathological overload

**DOI:** 10.1038/s41467-021-27634-5

**Published:** 2022-01-10

**Authors:** Malgorzata Szaroszyk, Badder Kattih, Abel Martin-Garrido, Felix A. Trogisch, Gesine M. Dittrich, Andrea Grund, Aya Abouissa, Katja Derlin, Martin Meier, Tim Holler, Mortimer Korf-Klingebiel, Katharina Völker, Tania Garfias Macedo, Cristina Pablo Tortola, Michael Boschmann, Nora Huang, Natali Froese, Carolin Zwadlo, Mona Malek Mohammadi, Xiaojing Luo, Michael Wagner, Julio Cordero, Robert Geffers, Sandor Batkai, Thomas Thum, Nadja Bork, Viacheslav O. Nikolaev, Oliver J. Müller, Hugo A. Katus, Ali El-Armouche, Theresia Kraft, Jochen Springer, Gergana Dobreva, Kai C. Wollert, Jens Fielitz, Stephan von Haehling, Michaela Kuhn, Johann Bauersachs, Joerg Heineke

**Keywords:** Cardiovascular biology, Experimental models of disease

## Abstract

Cachexia is associated with poor prognosis in chronic heart failure patients, but the underlying mechanisms of cachexia triggered disease progression remain poorly understood. Here, we investigate whether the dysregulation of myokine expression from wasting skeletal muscle exaggerates heart failure. RNA sequencing from wasting skeletal muscles of mice with heart failure reveals a reduced expression of *Ostn*, which encodes the secreted myokine Musclin, previously implicated in the enhancement of natriuretic peptide signaling. By generating skeletal muscle specific *Ostn* knock-out and overexpressing mice, we demonstrate that reduced skeletal muscle Musclin levels exaggerate, while its overexpression in muscle attenuates cardiac dysfunction and myocardial fibrosis during pressure overload. Mechanistically, Musclin enhances the abundance of C-type natriuretic peptide (CNP), thereby promoting cardiomyocyte contractility through protein kinase A and inhibiting fibroblast activation through protein kinase G signaling. Because we also find reduced *OSTN* expression in skeletal muscle of heart failure patients, augmentation of Musclin might serve as therapeutic strategy.

## Abstract (web summary)

Cachexia is associated with poor prognosis in heart failure. Here the authors show that mice and patients with cardiac cachexia display reduced skeletal muscle expression and circulating levels of Musclin. Musclin ablation in skeletal muscle worsens, while its muscle-specific overexpression ameliorates heart failure in mice.

## Introduction

Despite recent advances in therapy, mortality rates in patients suffering from chronic heart failure (CHF) remain comparable or even higher than in many forms of cancer^1^. Heart failure is a systemic disease that is complicated by co-morbidities in patients. In this regard, the existence of cardiac cachexia in CHF patients has been identified as a predictor of increased mortality^2,3^. Cardiac cachexia is defined as a complex syndrome characterized by involuntary weight loss in advanced heart failure due to reduced fat, bone, and skeletal muscle mass^4–6^. Skeletal muscle wasting, which occurs in up to 20% of CHF patients, can develop prior to full cachexia and might exist even without detectable weight loss at earlier disease states^7^. Recent studies have indicated that skeletal muscle not only enables locomotion of the body, but that it also contributes to body homeostasis and the systemic stress response via secretion of soluble proteins (“myokines”)^8^. Given the strong impact of muscle wasting on mortality in heart failure patients, we hypothesized that skeletal muscle as one of the largest tissues of the body might play a pivotal role in preventing the progression of CHF by producing cardioprotective myokines. While it is known that the heart secretes factors under pathological conditions to trigger skeletal muscle wasting by endocrine inter-tissue crosstalk^9–11^, the mechanisms how skeletal muscle wasting aggravates heart failure in the course of cardiac cachexia remains unclear. Musclin is a myokine that is expressed mainly in skeletal muscle and in slightly lower amounts in bone (hence also referred to as osteocrin in the literature), but not in the heart^12–18^. It has been suggested that Musclin prevents the degradation of natriuretic peptides (NP) by its competitive binding to the NP clearance receptor (NPR-C)^19^. Three natriuretic peptides (ANP, BNP, CNP) and three natriuretic peptide receptors are known (NPR-A, -B, and -C). ANP and BNP bind to NPR-A, while CNP binds to NPR-B^20^. Both are transmembrane guanylyl cyclase-coupled receptors generating cyclic GMP (cGMP) as second messenger. All natriuretic peptides bind with similar affinity to their clearance receptor NPR-C^21^. While ANP and BNP are mainly expressed in the heart by cardiomyocytes, CNP is expressed in various organs, and in the heart it is mainly derived from non-myocytes. The levels of ANP, BNP, and CNP are increased during heart failure, and especially BNP is a widely used biomarker that correlates well with disease severity^20^. Functionally, all natriuretic peptides in general protect the heart by exerting for example anti-hypertrophic, anti-fibrotic and pro-contractile effects, although the role of CNP is less clear^20^. CHF, however, is typically associated with impaired natriuretic peptide signaling, i.e. with natriuretic peptide resistance. It is suggested that this occurs, at least in part, by an enhanced internalization and degradation of natriuretic peptides via NPR-C^22^. Here we show that Musclin expression is reduced in mice and patients suffering from cardiac cachexia and that skeletal muscle-specific disruption of Musclin exaggerates the progression of heart failure in mice. Elevating Musclin levels during cardiac cachexia via AAV6-mediated skeletal muscle gene transfer, in turn, ameliorates cardiac dysfunction and myocardial tissue fibrosis. Mechanistically, we show that Musclin mainly enhances cardiomyocyte C-type natriuretic peptide (CNP)/NPR-B signaling to increase cardiomyocyte contractility and to inhibit fibroblast activation.

## Results

### Cardiac cachexia in a murine model of heart failure causes Musclin deficiency in wasting skeletal muscles

To determine whether skeletal muscles exert a differential expression pattern of myokines (secreted proteins) during cardiac cachexia, we used chronic transverse aortic constriction (TAC) to induce long-term pressure overload as a model of heart failure with cachexia in C57Bl/6J wild-type (WT) mice (Fig. 1a). WT mice subjected to TAC for 12 weeks developed maladaptive cardiac hypertrophy (increased heart weight/tibia length, HW/TL ratio), severe pulmonary congestion (increased lung weight, LW/TL ratio) and a strongly reduced echocardiographic left ventricular ejection fraction, all indicative of advanced heart failure (Fig. 1b–d). In addition, we observed reduced quadriceps, gastrocnemius, triceps, plantaris, and soleus muscle weights as well as the development of a reduced body weight in mice 12 weeks after TAC, suggesting the existence of cachexia (Fig. 1e–j). Indeed, weighing of inguinal fat and abdominal magnetic resonance imaging (MRI) scans revealed a marked reduction of inguinal and abdominal fat and a significant reduction in autochthonal and psoas muscle mass (Fig. 1k–o). The reduced skeletal muscle weights after TAC also persisted for the majority of the analyzed muscles, even when normalization to body weight was conducted (Supplementary Fig. 1a–e). Gene-expression analysis by qPCR in different skeletal muscles showed increased expression of atrophy-related genes (*MAFbx/Atrogin-1, Trim63/*MuRF-1*, Foxo-1*) and the pro-inflammatory gene *TNF-α*, also known as cachectin, as additional sign of cachexia (Supplementary Fig. 1f–q). Moreover, analysis of the fiber size distribution of glycolytic IId/x and IIb fibers in histological cross-sections of quadriceps muscles showed significant increases in the number of small fibers and decreases in the number of big fibers after TAC (Fig. 1p–r), as it was previously demonstrated in a mouse model of CHF^23^. We conducted RNA sequencing (RNAseq) from quadriceps muscles 12 weeks after TAC or sham surgery. 

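The quadriceps libraries came from 3 mice after sham surgery and 3 mice after TAC, 12 weeks after the operation. TAC narrows the aortic arch and puts the left ventricle under pressure overload. The authors sequenced single-end reads, trimmed them, aligned them with STAR to the mouse genome build mm10 and counted them on RefSeq transcripts with Rsubread. Their deposited table for this comparison holds 1 transcript for each of 587 genes, with the raw counts, the RPKM values and their edgeR statistics. The table is a selected part of the transcriptome, since each of its genes carries a Gene Ontology annotation for the extracellular space or a related extracellular component. The total count of a library was recovered from the counts, the RPKM values and the transcript lengths, which gave the same total for every transcript of a library. The totals were 32651317, 32989108 and 23383452 in the sham libraries and 48614494 and 48999600 in TAC libraries 1 and 2. They are sums over transcripts, so a read counted on several transcripts of a gene enters more than once. The paper states an average of 30000000 reads per sample. The total of the TAC library numbered 4 was not used for the results given here. On the listed genes the sham libraries held 917422, 1006148 and 689630 counts and the TAC libraries 1166978, 1297786 and 1326011. Every TAC library thus had more counts than every sham library, and any difference in sequencing batch between the groups could not be told apart from the operation. In 111 of the 587 rows the authors' statistics belong to another transcript of the gene than the counts, and the counts were used here. Genes with more than 5 counts in at least 2 libraries were tested, as in the paper, which left 586 genes. TAC and sham libraries were compared with edgeR's quasi-likelihood test after TMM normalization over the listed genes, and normalized counts are scaled the same way. TMM centers the fold changes of the genes it is given, whereas the authors normalized over all transcripts. The choice moved the numbers: the median log2 fold change of the 586 genes was 0.03 here, -0.48 with the authors' normalization, recovered from their deposited fold changes, and -0.63 with library totals, for which 5 libraries were used. Values with these 2 scalings, both added after the data were seen, are therefore given beside the others.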

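Across the 586 tested secreted-protein genes, Spearman's rank correlation of the normalized counts between 2 libraries ranged from 0.927 to 0.973 within a group and from 0.832 to 0.921 between sham and TAC. These correlations are across genes, which are not independent replicates. By the paper's criterion, a log2 fold change of at least 1 in either direction with an unadjusted p-value under 0.05, 67 of these genes were higher and 74 were lower in TAC quadriceps. With DESeq2, which has its own test as well as its own size factors, 69 were higher and 77 lower. With the authors' recovered normalization it was 23 and 150, and with library totals 20 and 175. All 74 lower genes stayed lower by the criterion with each of these 3 scalings, but 19 of the 67 higher genes stayed higher. None of the 3 moves the fold changes up to any extent, so they put the higher calls to the test, not the lower ones. With Benjamini-Hochberg adjustment over the 586 genes and an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, 104 genes were higher and 70 lower. These numbers were 31 and 177 with the authors' recovered normalization, and 20 and 180 with library totals. The authors' deposited table lists 24 genes higher and 155 lower by the paper's criterion, and 97 of these 179 genes also passed it here. The 3 sham and the 3 TAC values did not overlap in 277 genes, or 47.3%, where chance gives 10%.
The largest fall without overlap between the groups was that of Col3a1, which lies on chromosome 1 of GRCm38 (mm10) from 45311538 to 45349706 and overlaps the gene Gm47302 on the same strand. Col3a1 went from 2311 ± 513 normalized counts (SD, n = 3) in sham to 150 ± 55.3 (SD, n = 3) in TAC quadriceps. Its log2 fold change was -3.95 (standard error 0.33, adjusted p = 0.000557 from edgeR's quasi-likelihood test). C1qtnf3 followed with a log2 fold change of -3.65, Col1a1 with -3.31, Postn with -3.23 and Mfap4 with -2.72, at adjusted p-values of 0.00162, 0.000557, 0.00821 and 0.00288 from the same test. The 3 TAC libraries held 3, 4 and 2 counts of C1qtnf3. Mfap4 overlaps Mapk7 on the opposite strand, and the paper does not state whether the counting used strand. The largest rise was that of Il6ra, from 34.0 ± 7.47 normalized counts (SD, n = 3) in sham to 1120 ± 1160 (SD, n = 3) in TAC quadriceps, a log2 fold change of 5.05 (standard error 0.83, adjusted p = 0.00664 from edgeR's quasi-likelihood test). The TAC values of Il6ra were 2435, 232 and 694 normalized counts. Lcn2 rose with a log2 fold change of 4.05, Vegfd with 3.94, Flrt1 with 3.07 and Gdnf with 2.50, at adjusted p-values of 0.00145, 0.00790, 0.0125 and 0.0206 from the same test. Il6ra and Flrt1 each overlap another gene on the opposite strand. With the authors' recovered normalization the log2 fold changes of Col3a1 and Il6ra were -4.46 and 4.54. When single libraries were left out in turn, the adjusted p of Gdnf from edgeR's quasi-likelihood test rose to at most 0.0836 and that of Flrt1 to at most 0.0589. For any single gene, an exact two-sided permutation test of 3 against 3 libraries gives a p of 0.1 at the smallest. Genes outside the secreted-protein table were not analysed here.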

In general, our analysis revealed consistent results between the biological replicates and showed that 799 genes were upregulated and 872 genes downregulated in quadriceps muscle after TAC (Supplementary Fig. 2a, b). Analysis of Gene-ontology terms (biological process) showed for example upregulation of proteasome and Foxo pathway genes, but downregulation of PI3K-Akt related genes, as indication of cachectic signaling (Supplementary Fig. 2c, d). 

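The same comparison was made for gene lists set before the data were examined, restricted to the secreted-protein genes of the deposited table. None of the proteasome subunits was among the 586 tested genes, and 7 genes of the FoxO list were. Of these 7, 0 were higher and 0 were lower by the paper's criterion. Their median log2 fold change was 0.30, but -0.21 with the authors' recovered normalization, under which 2 of the 7 were lower. They did not differ from the other tested genes (two-sided Fisher's exact test, adjusted p = 1 for higher and 0.806 for lower genes; limma's camera test, adjusted p = 0.673). Of the 54 tested genes of the PI3K-Akt related list, 15 were lower and 3 were higher. Their median log2 fold change was -0.23, against 0.03 over all 586 genes, and was -0.86 with library totals, against -0.63 over all genes. Lower genes were more frequent in this list than among the other tested genes by two-sided Fisher's exact test (p = 0.00175, adjusted p = 0.00351 by Benjamini-Hochberg over the 4 lists with at least 3 members). The camera test also placed the list lower than the other genes (adjusted p = 0.0214 with limma). Of 26 tested collagen chains, 14 were lower and 2 higher (two-sided Fisher's exact test for lower genes, adjusted p = 9.19e-07; camera adjusted p = 2.80e-07 with limma). The log2 fold change was negative in 23 of the 26 with TMM, with DESeq2's size factors and with the authors' recovered normalization, and in 24 with library totals. Of 6 laminin chains, 0 were lower and 1 was higher (adjusted p = 1 by the same Fisher's exact test for lower and for higher genes; camera, toward higher, adjusted p = 0.0888 with limma), with a median log2 fold change of 0.66, or 0.01 with library totals. The PI3K-Akt related list was not tested without any genes it shares with the collagen list, so these 2 results may not be independent. The paper's Gene Ontology analysis covers all its regulated genes, and genes outside the secreted-protein table were not analysed here.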

Our aim was to identify previously unrecognized secreted factors that were dysregulated in skeletal muscle after TAC and that could affect the heart in an endocrine manner. We therefore filtered the primary RNAseq results for factors with a significant dysregulation, that were secreted (i.e. had a Gene Ontology (GO) term, cellular component, “extracellular region”) and that were not highly expressed in the heart itself, since in that case, we assumed that the paracrine/autocrine influence of the respective factor would be more important than endocrine effects from skeletal muscle (Supplementary Fig. 2e). 

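The comparison with heart used 3 sham quadriceps libraries and 3 sham heart libraries. The sham quadriceps counts are those of the TAC comparison. The heart library totals were 37057358, 38382751 and 33102826 counts. The deposited table for this comparison holds raw counts for 35745 RefSeq transcripts with 24537 gene names, with RPKM values and the authors' edgeR statistics. Of these, 24280 transcripts had more than 5 counts in at least 2 libraries and were tested with edgeR's quasi-likelihood test after TMM normalization. The tissue labels were checked on the myosin heavy chains: Myh6 had 933029, 889236 and 768767 counts in the heart libraries and 82, 72 and 59 in the quadriceps libraries, and Myh4 had 50, 34 and 32 counts in heart and 559634, 726121 and 708200 in quadriceps. By the paper's second criterion, a log2 fold change over 2 with an unadjusted p-value under 0.05, 1699 transcripts of 1086 gene names were higher in quadriceps than in heart. With library totals in place of TMM, which move the median log2 fold change from -0.056 to -0.805, this number was 1136. With a filter of at least 10 counts in every library it was 861. With the replicate number as a block it was 1687 (same-numbered heart and quadriceps libraries did not deviate together, r = 0.02). The alternative that lowered it most among those run was a pseudocount of 1 on the RPKM values, with 419 transcripts. In the other direction, 2097 transcripts had a log2 fold change under -2 with an unadjusted p-value under 0.05, or 4171 with library totals. In all, 16182 transcripts differed at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).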

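The 48 gene symbols were read from Supplementary Fig. 2e, and each is in the deposited tables. Of these, 25 passed the TAC criterion here, 31 passed the criterion of higher expression in sham quadriceps than in sham heart, and 16 passed both. The number depended on the scaling of the TAC comparison. With the authors' recovered normalization 30 passed both, and with library totals 25 (18 when these also scaled the heart comparison). With DESeq2 and its own test in both comparisons 18 passed. With an adjusted p-value under 0.05 in both comparisons (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes), 12 passed. In the TAC comparison alone 20 genes had an adjusted p-value under 0.05 over all tested genes, and 27 had one when the adjustment covered the list of 48, which the paper itself drew from these data.
In TAC quadriceps 45 of the genes were lower than in sham and 3 were higher, against 46 lower with library totals and with the authors' recovered normalization. The largest fall was that of C1qtnf3, and the largest rise that of Aebp1, with a log2 fold change of 2.13 (standard error 0.28, adjusted p = 0.00288 from edgeR's quasi-likelihood test). The 23 genes that missed the TAC criterion included C2, Ccdc80, Cilp, Cntfr, Col24a1, Col4a5, Crtap, Csf1, Fmod, Itga4, Lyz1, Matn2, Npnt, Ntf5, Ostn, Pam, Pcsk6, Ptx3, Pxdn, Sema6c, Serpine2 and Thpo. Of the genes named, all but Csf1 were lower in TAC. Csf1 had a log2 fold change of 0.28 (adjusted p = 0.645 from edgeR's quasi-likelihood test). Its counts belong to another transcript than the authors' statistics, as do those of 9 of the 48 genes in all. The reads of Lyz1 may be split with its paralog Lyz2, so its value is uncertain.
Against heart, the 17 genes that missed the second criterion were all lower in quadriceps than in heart. They were 1190002N15Rik, Ccdc80, Col15a1, Col4a5, Col6a2, Col8a1, Crtap, Csf1, Emilin2, Matn2, Olfml2b, Pam, Pcsk6, Pxdn, Serpinb6b, Sod3 and Vcan. Their log2 fold changes ran from -5.06 in Serpinb6b (adjusted p = 2.01e-08 from edgeR's quasi-likelihood test) to -1.64 in Vcan (adjusted p = 2.48e-05 from the same test).

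**Figure D1:**
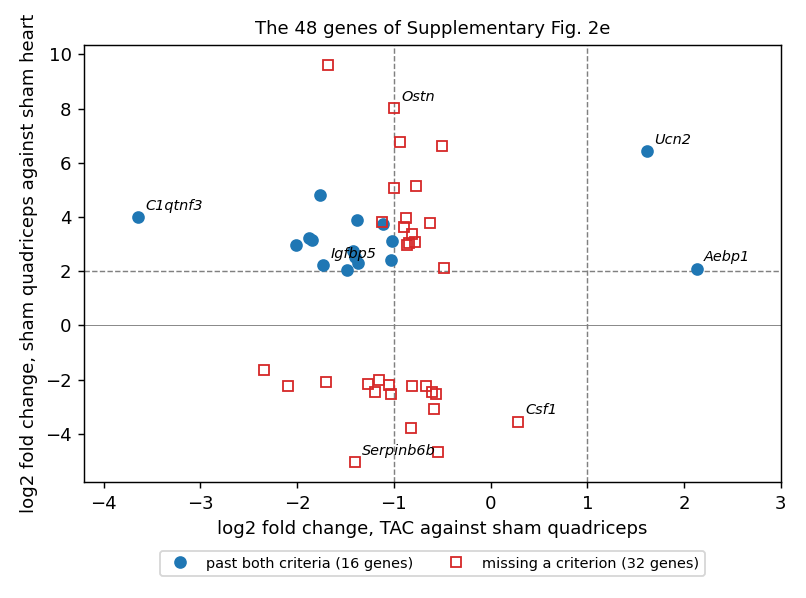
Log2 fold change of each of the 48 genes in TAC against sham quadriceps (x axis, TMM over the listed genes) and in sham quadriceps against sham heart (y axis), 3 libraries per group. Filled circles are the 16 genes past both criteria and open squares the 32 that miss at least 1, with the fold thresholds as dashed lines. The 17 squares below 0 on the y axis are lower in quadriceps than in heart. For genes at or under 3 counts in every heart library, such as Ostn, Col24a1 and Ucn2, the height is not an exact fold.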

Our criteria were met by 48 mRNAs. One of these mRNA encoded for IGFBP5, a secreted IGF-1 binding protein that has previously been demonstrated to be downregulated in skeletal muscle of patients with heart failure^24^. 

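Igfbp5 lies on chromosome 1 of GRCm38 (mm10) from 72857932 to 72874884 on the minus strand and overlaps no other annotated gene. Its transcript, listed as NM_010518, had 13895, 23949 and 10042 counts in the sham quadriceps libraries and 1406, 10060 and 3663 counts in the TAC libraries. After TMM normalization over the listed genes, this was 16434 ± 6843 normalized counts (SD, n = 3) in sham and 4958 ± 4386 (SD, n = 3) in TAC quadriceps, and the groups did not overlap. The log2 fold change was -1.73 (standard error 0.64, unadjusted p = 0.0251, adjusted p = 0.0717 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so Igfbp5 passed the paper's criterion but not the adjusted one. With single libraries left out in turn it ran from -2.71 to -1.34, with adjusted p-values from 0.00972 to 0.216 from the same test. With the authors' recovered normalization it was -2.24 (adjusted p = 0.0287 from the same test, in a range of 0.000140 to 0.216 over the alternatives run). The low end of that range came from a fit that paired sham and TAC libraries by number, though these are different mice. In the authors' deposited table the log2 fold change is -2.20 (FDR 0.0476). In sham quadriceps Igfbp5 was also higher than in sham heart, with 693 ± 268 against 149 ± 21.4 CPM (SD, n = 3 each, TMM normalization) and a log2 fold change of 2.22 (standard error 0.25, adjusted p = 4.46e-05 from edgeR's quasi-likelihood test). It was under the paper's threshold of 2 with library totals (1.45), in the RPKM settings (1.39 to 1.41) and without sham quadriceps library 2 (1.86).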

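Ostn lies on chromosome 16 of GRCm38 (mm10) from 27307489 to 27351212 on the plus strand. Both genes that overlap it, Gm15970 and Gm32312, are on the opposite strand, and the paper does not state whether the counting used strand. The deposited table lists Ostn by its transcript NM_198112. The sham quadriceps libraries held 110, 132 and 75 counts of Ostn and the TAC libraries 23, 101 and 42. After TMM normalization over the listed genes, Ostn was at 109 ± 22.5 normalized counts (SD, n = 3) in sham and 54.4 ± 39.7 (SD, n = 3) in TAC quadriceps. The TAC values were 22.3, 98.8 and 42.1, and the second of these lay above the lowest sham value of 89.4 (exact two-sided permutation test, p = 0.2, where 3 against 3 libraries allow 0.1 at the smallest). The log2 fold change was -0.996 (standard error 0.48, unadjusted p = 0.0713, adjusted p = 0.152 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 586 genes), or 1.99-fold lower in TAC, which does not pass the paper's criterion. The result depended on the scaling. With the authors' recovered normalization the log2 fold change was -1.50 (unadjusted p = 0.0140, adjusted p = 0.0417 from edgeR's quasi-likelihood test). With library totals, without TAC library 4, it was -1.47 (unadjusted p = 0.0304, adjusted p = 0.0722 from the same test). DESeq2, with its own size factors and its own test, gave -1.02 (unadjusted p = 0.0366, adjusted p = 0.0966 from DESeq2). The fold change hardly moved there, so the lower p-value reflects the other test more than the scaling. Over the alternatives run, the adjusted p ranged from 0.0123 to 0.346, and Ostn was lower in TAC in each. The authors' deposited table gives a log2 fold change of -1.48, a p-value of 0.0115 and an FDR of 0.0679 over all the transcripts they tested. When single libraries were left out in turn, the log2 fold change ran from -1.75 without TAC library 2, the TAC library with the most Ostn, to -0.70 without TAC library 1. In the sham heart libraries Ostn had 2, 0 and 0 counts, at or below 3 counts in each. Set against 3 counts in heart, Ostn was at least 65.8-fold higher in sham quadriceps (adjusted p = 4.57e-07 from edgeR's quasi-likelihood test over the 24280 transcripts). From the filter for secreted factors that change after TAC and are not highly expressed in heart, the paper selects Musclin for its further experiments.

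**Figure D2:**
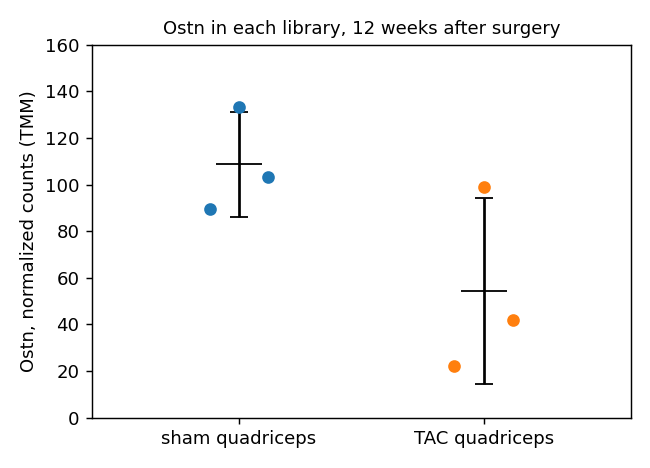
Normalized counts of Ostn (TMM over the listed genes) in each library (points) of sham and TAC quadriceps, 12 weeks after surgery, with the mean and SD of 3 libraries (lines). The TAC values lie between 22.3 and 98.8 and the sham values between 89.4 and 133.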

For further analysis, we selected Musclin (encoded by the *Ostn* gene), which decreased by about 3.5-fold in the quadriceps muscle after chronic TAC (Supplementary Fig. 2e). By qPCR, we did not find significant expression of *Ostn* mRNA in mouse heart, kidney, fat, or liver tissue, but high expression in the quadriceps muscle, which was downregulated 12 weeks after TAC (Fig. 1s). We confirmed downregulation of Musclin protein after chronic TAC in the quadriceps muscle by Western blotting and immunostaining, as well as in mouse plasma (Fig. 1t–v). Analysis of *Ostn* mRNA levels in different wasting skeletal muscles (quadriceps, triceps and gastrocnemius muscles) revealed its continuous downregulation during disease progression (Fig. 1w).

**Fig. 1:**
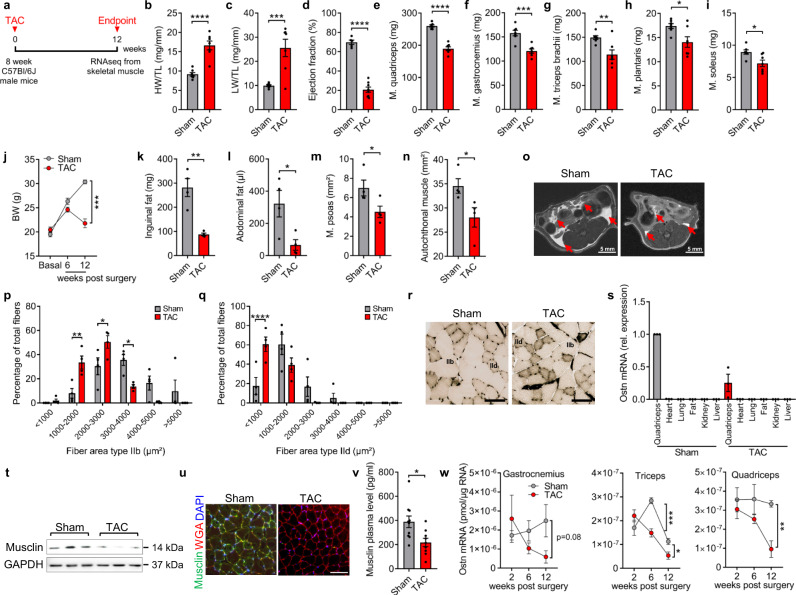
Musclin expression decreases in wasting skeletal muscles during advanced heart failure. **a** Scheme depicting the experimental time line. Quantification of heart weight/tibia length (HW/TL) ratio, *n* = 7/group, ****p < 0.0001 (**b**), lung weight/tibia length (LW/TL) ratio, *n* = 7/group, ***p = 0.001 (**c**), left ventricular ejection fraction, *n* = 5/sham group and *n* = 8/TAC group, ****p < 0.0001 (**d**), quadriceps muscle weight, *n* = 7/group, ****p < 0.0001 (**e**), gastrocnemius muscle weight *n* = 7/group, ***p = 0.0003 (**f**), triceps brachii muscle weight, *n* = 7/group, **p = 0.0051 (**g**), plantaris muscle weight, *n* = 7/group, *p = 0.0175 (**h**), soleus muscle weight, *n* = 7/group, *p = 0.0126 (**i**), and course of body weight (BW) during the experiment until 12 weeks after TAC or sham surgery, *n* = 4/sham group and *n* = 5/TAC group, ***p = 0.0001 (**j**). Inguinal fat weight, **p = 0.0021 (**k**) in the group of mice that was analyzed by MRI to determine the amount of abdominal fat, *p = 0.0273 (**l**), psoas muscle, *p = 0.0499 (**m**) and autochthonal muscle, *p = 0.0412 (**n**) 12 week after sham or TAC surgery, *n* = 4/group. Example MRI cross-sections are shown in (**o**). The red arrows indicate abdominal fat. Scale bar: 5 mm. Cross-sectional fiber area type IIb, **p = 0.0028 for 1000–2000 µm^2^; *p = 0.0254 for 2000–3000 µm^2^ and *p = 0.0125 for 3000–4000 µm^2^ of muscle fiber area from sham vs. TAC group (**p**), and type IId, ****p < 0.0001 of fiber area <1000 µm^2^ (**q**) of quadriceps muscles 12 weeks after sham or TAC surgery, *n* = 4/group, analyzed from microscopic pictures with ATPase staining (pH 4.2) as shown in (**r**). Scale bar: 300 μm. **s** Ostn (Musclin) mRNA levels in different organs 12 weeks after sham or TAC surgery, *n* = 3/group. **t** Immunoblot (the size of the proteins is indicated in kDa) and immunofluorescence staining (**u**) showing Musclin protein levels in the quadriceps muscle of sham and TAC mice. Scale bar: 100 μm. **v** Musclin plasma levels in mice 12 weeks after sham or TAC surgery, *n* = 10 for sham and *n* = 9 for TAC, *p = 0.0115. **w** Time course (2, 6 and 12 weeks after TAC or sham surgery), *n* = 4/group, showing the decline of *Ostn* mRNA levels in the gastrocnemius, triceps, ***p = 0.0007 6 weeks and *p = 0.0241 12 weeks, in quadriceps muscles, **p = 0.002 by 12 weeks after TAC compared to sham mice. Data are shown as mean ± standard error of the mean (SEM). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 as determined by Kruskal–Wallis test with Dunn’s multiple comparisons test (for **s**) or two-tailed Student’s *t* test (all other numerical data containing panels) or *p* value determined by one-way ANOVA followed by the Holms–Sidak’s multiple comparisons test (**p**, **q**). Source data are provided as a source data file.

### Patients with cardiac cachexia exert reduced skeletal muscle *OSTN* expression

To investigate whether or not our findings might also be relevant in patients, we assessed *OSTN* mRNA levels in vastus lateralis muscle biopsy specimens from control individuals and from patients with sarcopenia or cachexia due to CHF. Sarcopenia was defined as reduced appendicular muscle mass (normalized to height), while cachexia was defined as non-edematous, non-intentional weight loss ≥ 5% over a period of 1 year according to the consensus definitions^25,26^. More detailed information on the investigated control individuals and patients is available in Table 1. As indicated in Fig. 2a, cachectic patients had markedly and significantly reduced skeletal muscle *OSTN* mRNA levels. Although *OSTN* mRNA expression levels were also reduced in heart failure patients with sarcopenia, this did not reach statistical significance. We next investigated whether Musclin protein levels were also reduced in the serum of heart failure patients. To this end, we determined the Musclin concentration in serum of healthy individuals in comparison to patients suffering from heart failure due to advanced aortic stenosis. These patients were on average older than the healthy individuals, which is a limitation of this analysis (Table 2). Eight of these patients suffered from diabetes mellitus. In transthoracic echocardiography, they exerted a reduced aortic valve area and an increased mean transvalvular gradient, a reduced left ventricular ejection fraction, and an increased septum thickness as sign of left ventricular hypertrophy. 63% of the patients suffered from advanced heart failure symptoms, as they belonged to New York Heart Association (NYHA) classes III or IV (Table 2). The serum concentration of Musclin was significantly reduced in heart failure patients (2.36 ng/ml) versus healthy individuals (3.38 ng/ml) (Fig. 2b). Because slightly increased Musclin serum levels were recently reported in patients with diabetes mellitus, we re-analyzed the data while excluding the diabetic patients^27^. Without diabetics, heart failure patients only had a mean serum Musclin concentration of 1.99 ng/ml (Fig. 2c).

**Table 1:** Clinical characteristics of the patients or control individuals, who received a muscle biopsy.

	Control *N* = 9	Sarcopenic *N* = 6	Cachectic *N* = 5
Age (years)	56.08 ± 24.05	68.3 ± 5.5	55.6 ± 8.7
Male/Female *n* (%)	5/4 (56/44)	5/1 (83/17)	4/1 (80/20)
BMI (g/m^2^)	24.47 ± 2.87	24.0 ± 4.3	29.1 ± 8.5
Weight (kg)	72.4 ± 12.79	70.5 ± 15.3	87.7 ± 23
Weight loss 1 year (kg)	0.33 ± 0.58 (*n* = 3)	−1 ± 2.9	5.1 ± 1.6*
Diabetes mellitus	0	2 (28.6%)	2 (40.0%)
Echocardiography			
Ejection fraction (%)	61.88 ± 3.13	32.5 ± 9.4****	32 ± 7.6****
Clinical classification [% of all patients]			
NYHA I	N/A	2 (33.3%)	1 (20%)
NYHA II	N/A	2 (33.3%)	3 (60%)
NYHA III	N/A	1 (16.7%)	1 (20%)
NYHA IV	N/A	1 (16.7%)	0 (0%)
Medication [% of all patients]			
ACE inhibitor	2 (40%)	4 (66.7%)	4 (80%)
Angiotensin receptor antagonist	None	2 (33.3%)	1 (20%)
β-receptor antagonist	None	6 (100%)	5 (100%)
Diuretic	None	3 (50%)	2 (40%)
Calcium channel antagonist	1 (20%)	1 (16.7%)	1 (20 %)

Data are displayed as mean ± SD, absolute number (*n*) or in % of all patients as indicated. BMI denotes body mass index. NYHA indicates New York Heart Association Class. ****p < 0.0001 vs. Control, *p = 0.025 vs. Control, determined by one-way ANOVA followed by the Holms–Sidak’s multiple comparisons test.

**Fig. 2:**
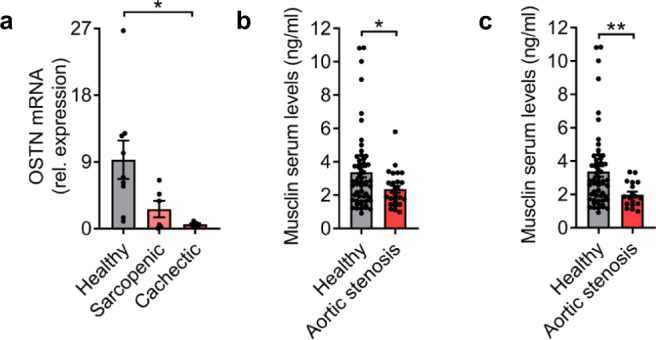
Muscle OSTN mRNA and Musclin serum levels are reduced in patients with heart failure. **a** *OSTN* mRNA levels in vastus lateralis muscle biopsy samples from control individuals (*n* = 9) and from patients with sarcopenia (*n* = 6) or cachexia (*n* = 5), *p = 0.0236. **b** Concentrations of Musclin protein in the serum of healthy control individuals (*n* = 56) and of patients with severe aortic stenosis (*n* = 26), *p = 0.0403 (**c**) and of the same patients excluding the ones with diabetes mellitus (*n* = 18), **p = 0.0044. Data are shown as mean ± standard error of the mean (SEM). *p < 0.05, **p < 0.01 as determined by ANOVA followed by the Holms–Sidak’s multiple comparisons test (**a**) and the two-tailed Mann–Whitney test (**b**, **c**). Source data are provided as a source data file.

**Table 2:** Clinical characteristics of the patients (all male) with aortic stenosis.

	Aortic stenosis *N* = 26	Normal values	Healthy *N* = 56
Age (years)	79.4 ± 7.7****		60.5 ± 4.3
BMI (g/m^2^)	25.9 ± 3.1	18.5–25	
Diabetes mellitus (*n*)	8		0
Echocardiography			
Ejection fraction (%)	45.7 ± 15.9 (*n* = 17)	>55	
Septum thickness (mm)	14.5 ± 0.5 (*n* = 25)	≤11	
Left ventricular enddiastolic diameter (mm)	48.9 ± 6 (*n* = 25)	42–58	
Aortic valve gradient, mean (mmHg)	37.4 ± 16.1	≤20	
Aortic valve area (cm^2^)	0.7 ± 0.18	>1.5	
Serum			
Musclin (ng/ml)	2.36 ± 1*		3.38 ± 2.3
Creatinine (µmol/l)	124.5 ± 58	59–104	
Clinical classification [% of all patients]			
NYHA I	15.4		
NYHA II	23.1		
NYHA III	46.2		
NYHA IV	15.4		
Medication [% of all patients]			
ACE inhibitor	50		
Angiotensin receptor antagonist	19.2		
β-receptor antagonist	69.2		
Diuretic	69.2		
Calcium channel antagonist	38.5		

The mean age and Musclin levels of the healthy individuals (also all male) are shown in addition to normal values.

Data are displayed as mean ± SD or in % of all patients as indicated. BMI denotes body mass index. NYHA indicates New York Heart Association Class. *p = 0.0403 vs. Healthy (determined by two-tailed Mann–Whitney test) and ****p < 0.0001 (determined by two-tailed Student’s *t* test).

### Adeno-associated virus 6 (AAV6) mediated overexpression of Musclin in skeletal muscle inhibits cardiac fibrosis and dysfunction during chronic pressure overload

Since endogenous Musclin expression was reduced in wasting skeletal muscles during cardiac cachexia in mice and patients with heart failure, we assessed the functional consequence of Musclin overexpression in skeletal muscle as potential therapeutic approach in mice. Two days after sham or TAC surgery, we applied AAV6 Musclin (containing the muscle creatine kinase promoter to ensure skeletal muscle-specific expression) or AAV6 Control (overexpressing Luciferase protein) via injection into the right quadriceps muscle for long-term skeletal muscle-specific overexpression. The experiment was terminated 9 weeks after surgery (Fig. 3a). At this time point, qPCR and Western blotting revealed that overexpression of Musclin via AAV6 was robust and occurred specifically in the right quadriceps muscle, but not in the heart (Fig. 3b, c). In addition, Musclin protein levels were significantly increased in plasma of AAV6 Musclin versus control treated mice (Fig. 3d). Both groups of mice developed a comparable degree of cardiac hypertrophy in response to TAC, as shown by similarly enhanced HW/TL ratio, embryonic gene expression (decrease in *Myh6* and *Atp2a2*, increase in *Myh7* and *Acta1* mRNA) and cardiomyocyte size (Fig. 3e, Supplementary Fig. 3a–f). Assessment of systolic cardiac function by echocardiography revealed a marked reduction of the left ventricular ejection fraction in all mice 3, 6 and 9 weeks after TAC, but cardiac dysfunction was less pronounced in the AAV6 Musclin treated mice at all examined time points (Fig. 3f–h, Supplementary Table 1 showing additional echocardiographic parameters). A second cohort of mice was treated like shown in Fig. 3a, but was examined with earlier echocardiography as well as with a Doppler based quantification of the initial degree of pressure overload (Supplementary Fig. 4a). This analysis revealed a similar initial degree of pressure overload in AAV6 Control and AAV6 Musclin injected mice. In addition, echocardiography showed equal systolic cardiac function in both groups before TAC, as well as 1 week after TAC, but improved heart function developed in the AAV6 Musclin treated mice 3 weeks after TAC (Supplementary Fig. 4b–e). The delayed improvement of heart function in response to AAV6 Musclin application is in accordance with a delayed protein overexpression by the vector that typically takes around 5–7 days to start after injection^28,29^. Cardiac pressure-volume recordings by Millar catheterization showed increased left ventricular contractility (+dp/dt) and improved relaxation (−dp/dt) in AAV6 Musclin treated mice 9 weeks after TAC (Fig. 3i, j). Accordingly, intra-ventricular (maximal and mean) pressure was more increased after TAC in the left ventricle of AAV6 Musclin versus the AAV6 Control treated mice, likely due to higher myocardial contractility (Supplementary Fig. 3g, h). On the other hand, Musclin overexpression triggered mainly a reduction in peripheral systolic, and less in diastolic blood pressure, as it had been previously reported in Musclin overexpressing transgenic mice due to vascular relaxation (Supplementary Fig. 3i, j)^17^. Histological examinations revealed that overexpression of Musclin in the quadriceps muscle led to a marked reduction of myocardial fibrosis compared to AAV6 Control treated mice, while cardiac capillary density was similarly increased after TAC (Fig. 3k, l, Supplementary Fig. 3k). In line with the histological examinations, we detected increased expression of pro-fibrotic genes (*Postn*, *Col1a1*, *Col3a1*, *Fn1*) in the myocardium of AAV6 Control treated mice after TAC, which were significantly decreased by AAV6 Musclin treatment (Fig. 3m–p). A third cohort of mice was treated as shown in Fig. 3a, but was taken until 12 weeks after surgery (Supplementary Fig. 5a). Musclin overexpression was still very effective in preventing pulmonary congestion, and also improved systolic heart function at this later stage (although only a trend was observed), but hypertrophy was still not influenced (Supplementary Fig. 5b–e). Interestingly, the decrease in body weight and skeletal muscle weight loss was partially prevented by Musclin overexpression (Supplementary Fig. 5f–h). Since it was proposed that Musclin acts by increasing the levels of natriuretic peptides, we determined the cardiac mRNA expression level of these peptides and their receptors. We found that *Nppa* (ANP) and *Nppb* (BNP) mRNA expression was significantly increased after TAC, but was not different between AAV6 Control and AAV6 Musclin treated mice (Supplementary Fig. 3l, m). The mRNA expression of *Nppc* (CNP) as well as that of *Npr2-3* were not significantly changed between groups (Supplementary Fig. 3n–q). *Npr1* mRNA expression was significantly downregulated in response to TAC in AAV Control treated mice. In line with reduced degradation of natriuretic peptides in response to Musclin overexpression, we detected a trend towards increased ANP levels and significantly increased mature CNP levels in plasma of AAV6 Musclin treated mice (Supplementary Fig. 3r, Fig. 3q). Collectively, overexpression of Musclin in skeletal muscle ameliorated cardiac dysfunction and myocardial fibrosis during long-term pressure overload.

**Fig. 3:**
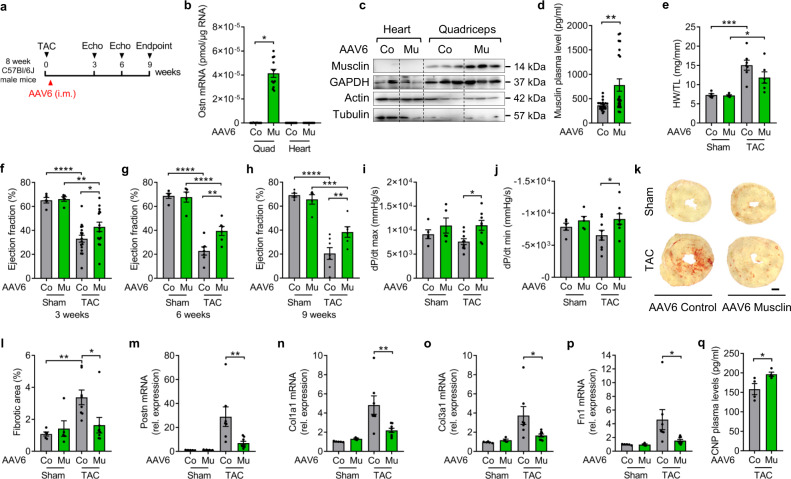
AAV6-mediated overexpression of Musclin in skeletal muscle attenuates left ventricular dysfunction and myocardial fibrosis during long-term pressure overload. **a** Scheme depicting the experimental time line. **b** mRNA level of *Ostn* (Musclin) 9 weeks after TAC and intramuscular application of AAV6 control (Co) or AAV6 Musclin (Mu) vector (*n* = 12/group), *p = 0.036 (**c**) Immunoblot for Musclin 9 weeks after TAC and intramuscular application of AAV6 Co or AAV6 Mu. GAPDH, Actin and Tubulin are loading controls. The size of the proteins is indicated in kDa. **d** Musclin plasma levels in AAV6 Co (*n* = 21) or AAV6 Mu (*n* = 22) treated mice, **p = 0.0029. **e** Heart weight/tibia length (HW/TL) ratio in AAV6 Co (sham *n* = 5, TAC *n* = 7) or AAV6 Mu (sham *n* = 5, TAC *n* = 6) treated mice 9 weeks after sham or TAC surgery, ***p = 0.0004, *p = 0.0316. **f**–**h** Echocardiographic ejection fraction 3 weeks (all sham *n* = 5/group, TAC AAV6 Co *n* = 17, TAC AAV6 Mu *n* = 15), ****p < 0.0001, **p = 00015 and *p = 0.0293 *(***f**), and 6 weeks after surgery, ****p < 0.0001 in AAV6 Control and AAV6 Musclin groups for sham vs. TAC surgery, **p = 0.0021 (**g**), and 9 weeks after surgery, ****p < 0.0001, ***p = 0.0006 and **p = 0.0051 (**h**). Cardiac systolic contractility (dp/dt max, **i**), *p = 0.0122 and diastolic relaxation (dp/dt min, **j**), *p = 0.0164 determined by left ventricular catheterization in the indicated mice (all sham *n* = 5/group, TAC AAV6 Co *n* = 9, AAV6 Mu *n* = 8) 9 weeks after sham or TAC surgery. Representative Sirius red-stained heart sections (**k**) and quantified myocardial fibrotic area (**l**) and of mice treated as shown (all sham *n* = 5/group, all TAC *n* = 8/group, 9 weeks after surgery), **p = 0.0093 and *p = 0.0206. Scale bar: 500 µm. **m**–**p** qPCR analysis of the indicated fibrosis genes 9 weeks after sham or TAC surgery (sham AAV6 Co *n* = 5, sham AAV6 Mu *n* = 4, TAC AAV6 Co *n* = 7, TAC AAV6 Mu *n* = 8), **p = 0.0064 (**m**), **p = 0.0081 (**n**), *p = 0.0248 (**o**), *p = 0.0369 (**p**). **q** Mature CNP plasma levels in AAV6 Co or AAV6 Mu treated mice 3 weeks after TAC surgery (*n* = 4/group), *p = 0.0462. Data are shown as mean ± standard error of the mean (SEM). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 as determined by two-tailed Student’s *t* test (**d**, **q**) or by one-way ANOVA followed by the Holms–Sidak’s multiple comparisons test (other bar graphs). Source data are provided as a source data file.

### Skeletal muscle-specific disruption of Musclin during short-term TAC mimics the cardiac phenotype in response to long-term pressure overload

To test whether skeletal muscle Musclin deficiency would be sufficient to aggravate cardiac dysfunction during cardiac overload in vivo, we generated mice with skeletal muscle specific, inducible deletion of Musclin using the Cre/LoxP system. LoxP sites were introduced flanking exon 3 of the Musclin encoding *Ostn* gene (to generate Ostn^fl/fl^ mice), since elimination of this exon results in deletion of large parts of the coding sequence with a subsequent frame shift (Fig. 4a). Ostn^fl/fl^ mice were crossed with HSA-rtTA/TRE-Cre double transgenic mice that express Cre recombinase only in skeletal muscle and only following doxycycline (Dox) treatment (Fig. 4b). The first transgene uses the human skeletal actin (HSA) promoter to drive expression of the reverse tetracycline-controlled transactivator (rtTA). The second transgene uses a tetracycline responsive promoter to drive the expression of the Cre recombinase. Resulting Ostn^fl/fl (HSA/TRE-)Cre^ (referred to as Musclin knockout (KO) hereafter) and littermate Ostn^fl/fl^ control mice (WT) were treated for one week with Dox and were then exposed to pressure overload by TAC for 2 weeks, when endogenous skeletal muscle Musclin levels are still not changed versus sham surgery (Figs. 4c and 1w). Musclin mRNA and protein levels were markedly reduced in the quadriceps muscle of Musclin KO versus control mice as demonstrated by qPCR, immunoblotting and immunofluorescence (Fig. 4d–f). These changes were accompanied by a significant, but only partial reduction of Musclin plasma levels (Fig. 4g). A comparison between different tissues showed strongly diminished Musclin mRNA expression in the quadriceps muscle in KO mice, but no changes in bone and brain between both genotypes, which might explain the incomplete reduction in Musclin plasma levels in these mice (Fig. 4h). Musclin KO and WT mice similarly developed cardiac hypertrophy (increased HW/TL ratio, cardiomyocyte area and embryonic gene expression) and increased capillary density following TAC compared to sham surgery (Fig. 4i and Supplementary Fig. 6a–f). Musclin KO mice, however, showed enhanced left ventricular dysfunction in echocardiography and a significantly reduced systolic contractility (+dp/dt) as well as a reduced diastolic relaxation (−dp/dt) during Millar catheter examination after TAC (Fig. 4j–l, Supplementary Table 2). Systolic, but not diastolic blood pressure was slightly increased in Musclin KO mice after TAC (Supplementary Fig. 6g, h). Histological analyses revealed increased myocardial fibrosis in Musclin KO mice in response to TAC compared to WT mice (Fig. 4m, n), which was accompanied by upregulation of pro-fibrotic genes like *Postn*, *Col1a1*, *Col3a1* and *Fn1* (Supplementary Fig. 6i–l). Plasma levels of mature CNP were lower in KO versus WT mice after TAC (Fig. 4o), suggesting its enhanced degradation when Musclin is deleted in skeletal muscles. At this early time point, body weight and skeletal muscle weights were not significantly changed between groups (Supplementary Fig. 6m–o). Together, these results suggested that Musclin deficiency in skeletal muscle critically accelerates heart failure progression following short-term pressure overload and mimics the cardiac phenotype observed in WT mice following long-term TAC (when endogenous Musclin becomes downregulated).

**Fig. 4:**
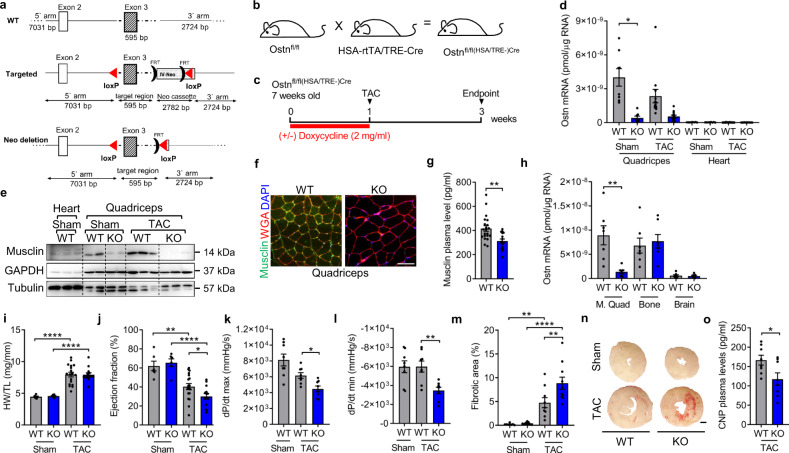
Adult induced skeletal muscle-specific Musclin deficient mice show exaggerated LV-dysfunction and myocardial fibrosis after short-term TAC. **a** Scheme depicting the Musclin (*Ostn*) knockout (KO) targeting strategy. The exon 3 of the *Ostn* gene is floxed and **b** deleted through the crossing with double transgenic mice that express Cre recombinase selectively in skeletal muscle and only following doxycycline treatment. **c** Scheme depicting the experimental time line. **d** qPCR analysis of *Ostn* mRNA in the quadriceps muscle and the heart 2 weeks after TAC or sham surgery in KO vs. littermate control (WT) mice (all sham n = 8/group, all TAC n = 12/group), *p = 0.0359. **e** Immunoblot for Musclin in the quadriceps muscle and the heart 2 weeks after TAC or sham surgery in WT vs. KO mice. GAPDH and Tubulin are loading controls. The size of the proteins is indicated in kDa. **f** Immunofluorescence staining for Musclin in the quadriceps muscle of WT and KO mice. Scale bar: 100 μm. **g** Musclin plasma levels of WT (*n* = 21) and KO mice (*n* = 16), **p = 0.0014. **h** *Ostn* mRNA levels in the indicated organs of the mice as shown (n = 7/group), **p = 0.0027. Quantification of the heart weight/tibia length ratio (HW/TL, ****p < 0.0001) (**i**), echocardiographic ejection fraction, **p = 0.0018 and ****p < 0.0001, *p = 0.0445 (**j**), systolic contractility (**k**, by LV-catheter, *p = 0.0334) and diastolic relaxation (**l**, by LV-catheter, **p = 0.0094) in mice treated as indicated in (**c**), (for HW/TL ratio and for echocardiography: all sham *n* = 6/group, TAC WT *n* = 18, TAC KO *n* = 14; for LV-catheter: *n* = 8/group). **m**, **n** Myocardial fibrotic area with representative Sirius red-stained myocardial sections of WT and KO mice treated as indicated (all sham *n* = 8/group, TAC WT *n* = 9, TAC KO *n* = 10, **p = 0.0033 in WT and ****p < 0.0001 in KO mice after sham vs. TAC surgery, **p = 0.0033 in WT vs. KO mice after TAC). Scale bar: 500 µm. **o** Mature CNP peptide plasma levels in the indicated mice (*n* = 8/group, *p = 0.0312). Data are shown as mean ± standard error of the mean (SEM). *p < 0.05, **p < 0.01, ****p < 0.0001 determined by two-tailed Student’s *t* test (**g**, **h**, **o**) or one-way ANOVA followed by the Holms–Sidak’s multiple comparisons test (other bar graphs). Source data are provided as a source data file.

### Musclin augments cardiomyocyte contractility via CNP/NPR-B signaling

Because overexpression of Musclin in skeletal muscle of WT mice after TAC led to improved cardiac contractility, we hypothesized that these characteristic effects were attributable to an elevated local CNP concentration through blockade of its NPR-C dependent degradation by Musclin binding to NPR-C and thus through enhanced CNP/NPR-B signaling (Fig. 5a). In this case, Musclin would compete with CNP for its binding to NPR-C. Our hypothesis was further based on the fact that CNP/NPR-B preferentially exerts positive inotropic and lusitropic effects, while ANP/NPR1 mediated pathways show anti-hypertrophic and anti-hypertensive, but no positive inotropic properties^30,31^. To address whether Musclin in principal can compete with CNP for its binding to NPR-C, we designed an ELISA-based assay, in which we coated plastic wells with NPR-C and applied Musclin together with increasing concentrations of CNP. Musclin that bound to NPR-C in the well was subsequently detected by an ELISA method (Fig. 5b). As shown in Fig. 5c, increasing concentrations of CNP were able to prevent binding of Musclin to NPR-C in the well and thereby led to Musclin displacement, indicating that indeed CNP and Musclin compete for binding NPR-C. To evaluate whether Musclin could lead to increased local CNP concentrations by this mechanism, we transfected HEK293 cells with an NPR-C-GFP fusion construct (or left them untransfected) (Fig. 5d). We detected a trend towards reduced CNP levels in the supernatant of NPR-C-transfected HEK293 cells versus untransfected cells in the absence of Musclin, but Musclin significantly enhanced CNP levels in the supernatant of transfected cells, implying that indeed Musclin blocks NPR-C dependent CNP degradation (Fig. 5e). In addition, we tested the inotropic response of isolated cardiomyocytes to CNP and subsequent Musclin co-stimulation. Indeed, adult murine cardiomyocytes isolated from WT mice exhibited improved cardiomyocyte contractility following incremental concentrations of CNP (10, 100 nM), which was augmented by subsequent co-stimulation with 10 nM Musclin (Fig. 5f, g). Notably, the improved contractile function of cardiomyocytes following CNP stimulation was accompanied by increased cytosolic free Ca^2+^ concentration in ratiometric recordings of Fura-2-loaded cultured cardiomyocytes, which was again augmented by 10 nM Musclin co-stimulation (Fig. 5h, i). Musclin treatment alone exhibited no effect on cardiomyocyte contractility (Supplementary Fig. 7a, b). In addition, we verified that increased inotropy by Musclin was not mediated by ANP signaling, since no pro-contractile effects were detectable when isolated cardiomyocytes were stimulated with 100 nM ANP and subsequent 10 nM Musclin co-stimulation (Supplementary Fig. 7c, d). This was despite the fact that ANP increased intracellular cGMP levels in WT cardiomyocytes, which was enhanced by co-stimulation with Musclin, whereas neither ANP nor Musclin promoted cGMP levels in NPR-A deficient cardiomyocytes (Supplemental Fig. 7e, f).

**Fig. 5:**
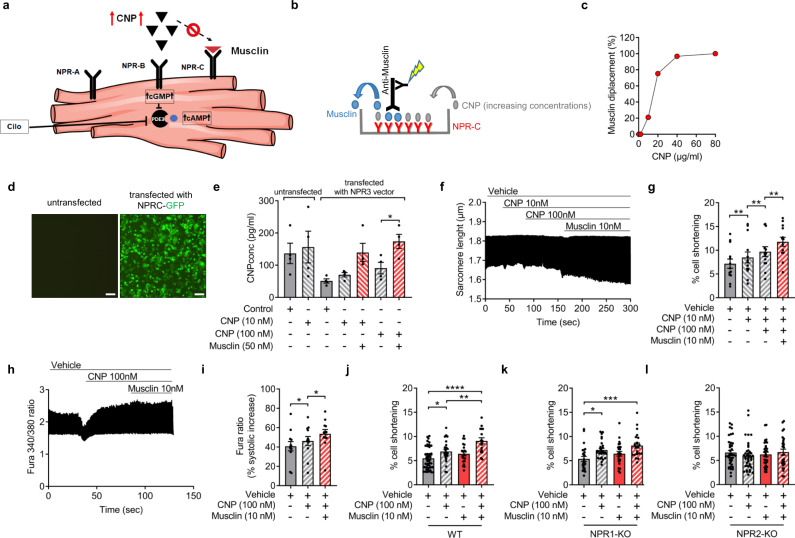
Musclin augments cardiomyocyte contractility by enhancement of CNP/NPR-B signaling. **a** Scheme depicting the proposed mechanism of augmented cardiomyocyte contractility by Musclin. Scheme (**b**) and results (**c**) of the NPR-C/Musclin/CNP competition assay. Increasing levels of recombinant CNP led to Musclin displacement from NPR-C (*n* = 2 per CNP concentration, mean values are shown). **d** Representative fluorescence images from Hek293 cells with and without transfection of the NPR-C-GFP construct. Scale bar 100 µm. **e** CNP concentrations (determined by ELISA) in the supernatant of transfected and untransfected Hek293 cells (as shown in **d**) 1 h after treatment as indicated (*n* = 4/condition, *p = 0.0104). **f** Representatives traces of sarcomere length and **g** quantification of cell shortening (from traces as shown in **f**) in isolated wild-type mouse cardiomyocytes treated with recombinant CNP or Musclin as indicated (*n* = 13 cardiomyocytes/group, **p = 0.0016 for Vehicle vs. CNP (10 nM), **p = 0.0012 for CNP (10 nM) vs. CNP (100 nM) and **p = 0.0026 for CNP (100 nM) vs. CNP (100 nM) plus Musclin (10 nM)). **h** Representative Fura-2 Ca^2+^ traces and quantitative analysis (**i**) in cardiomyocytes treated as described for (**f**) (*n* = 12 cells/group, *p = 0.0168 for Vehicle vs. CNP and *p = 0.0169 for cells stimulated with CNP vs. Musclin). **j**–**l** Cell shortening in cardiomyocytes treated as indicated from wild-typ (WT) (vehicle cardiomyocytes *n* = 46, after CNP stimulation *n* = 24, treated with Musclin *n* = 21, cardiomyocytes treated with CNP and Musclin *n* = 16 cells), ****p < 0.0001, *p = 0.0278 and **p = 0.0091 (**j**), cardiomyocyte-specific Npr1 knockout (vehicle-treated cardiomyocytes *n* = 25, after CNP stimulation *n* = 27, cardiomyocytes treated with Musclin *n* = 25, cardiomyocytes treated with CNP and Musclin *n* = 22, *p = 0.01 and ***p = 0.0003 (**k**), and global Npr2 knockout mice (vehicle-treated cardiomyocytes *n* = 40, after CNP stimulation *n* = 39, treated with Musclin *n* = 31, cardiomyocytes treated with CNP and Musclin *n* = 28 cells) (**l**). Data in bar graphs are shown as mean ± standard error of the mean (SEM). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 determined by Kruskal–Wallis with Dunn’s multiple comparisons test (**e**) or by one-way ANOVA followed by the Holms–Sidak’s multiple comparisons test (all other panels). Source data are provided as a source data file.

We next wanted to address how Musclin enhances cardiomyocyte contractility in the presence of CNP. To this end, we analyzed cardiomyocyte contractility in NPR-A or NPR-B deficient cardiomyocytes in comparison to WT cardiomyocytes. Stimulation with CNP increased cardiomyocyte contractility, which was enhanced by co-stimulation with Musclin in WT as well as in NPR-A deficient cardiomyocytes. In contrast, NPR-B deficient cardiomyocytes did not exert an increased contractility to CNP or the combined stimulation with CNP and Musclin. These data indicate that augmented CNP effects by Musclin are mediated mainly via NPR-B-dependent signaling (Fig. 5j–l).

### Musclin triggers enhanced cardiomyocyte cAMP generation through cGMP-mediated inhibition of PDE3

The second messenger cGMP transduces CNP/NPR-B signaling either through inhibition of phosphodiesterase 3 (PDE3) thereby increasing cAMP levels via a positive cGMP-to-cAMP crosstalk or through stimulation of the cGMP dependent protein kinase G (PKG). To analyze whether the augmented inotropic response is mediated through the cGMP-inhibited cAMP-degrading PDE3, we used a FRET-based approach to visualize cGMP and cAMP dynamics in real time in cardiomyocytes from either cGES-DE5 transgenic (for cGMP measurements) or from Epac2-camps (for cAMP measurements) transgenic mice^32,33^. Indeed, cGMP concentrations increased in cardiomyocytes in response to 100 nM CNP, which were augmented under co-stimulation with 100 nM Musclin (Fig. 6a, b). Next, cAMP concentrations during exposure to 100 nM CNP were measured as percent of the effect induced by pre-stimulation with isoproterenol, which activates the sensor (FRET, in % of maximum). Fig. 6c depicts representative tracings showing that CNP and even more the co-stimulation with 100 nM Musclin elevated cAMP levels (Fig. 6d). We then addressed the relevance of NPR-B for cardiomyocyte cGMP and cAMP levels (measured with specific ELISA assays) during CNP and Musclin stimulation. As depicted in Fig. 6e–h, CNP and even more the combined CNP and Musclin stimulation enhanced cGMP and also cAMP levels in WT, but not in *Npr2* KO cardiomyocytes, indicating that positive cGMP-to-cAMP crosstalk due to CNP and Musclin is mediated mainly via NPR-B.With regard to signaling downstream of NPR-B, inhibition of PDE3 with 10 μM cilostamide in WT cardiomyocytes prevented the increase in cAMP levels, as well as the enhancement of contractility to Musclin and CNP stimulation (Fig. 6i–l). In contrast, PKG as the other main target of cGMP might not participate in this inotropic effect, as application of the PKG inhibitor DT3 did not alter the pro-contractile effect of combined CNP/Musclin stimulation (Supplementary Fig. 7g, h). Therefore, treatment with cilostamide mimicked the improved cardiomyocyte contractility by Musclin following CNP stimulation and prevented its further augmentation during subsequent co-stimulation with Musclin, indicating that the increase in cardiomyocyte contraction is mediated through PDE3 inhibition.

**Fig. 6:**
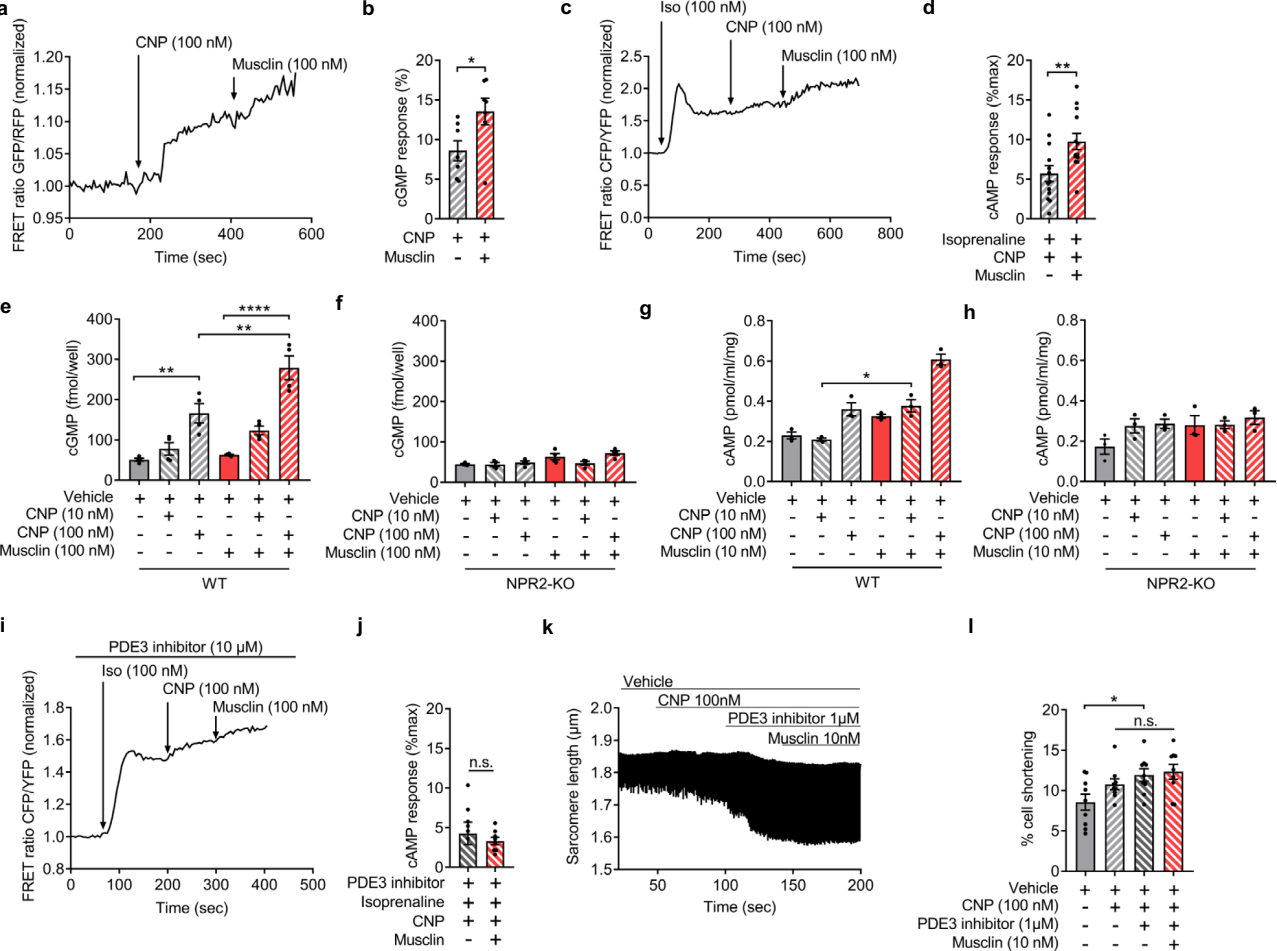
Musclin increases cGMP and cAMP levels and cardiomyocyte contractility through NPR-B-dependent inhibition of PDE3. Cardiomyocytes were isolated from either cGES-DE5 transgenic (for cGMP measurements) or from Epac2-camps (for cAMP measurements) transgenic mice. **a**, **b** Fluorescence resonance energy transfer (FRET)-based measurements of cGMP in single cultured cardiomyocytes (*n* = 7 cells). The stimulation with CNP and Musclin was conducted as indicated. Representative traces (**a**) and a quantitative analysis (**b**) are shown, *p = 0.0342. **c**, **d** FRET-based measurements of cAMP in single cardiomyocytes treated as indicated (*n* = 13 cells). The cells were stimulated with Isoproterenol (Iso), CNP and subsequently Musclin as indicated. The graph illustrates the FRET-responses to CNP in % of the maximal Iso effect. Representative traces (**c**) and a quantitative analysis (**d**) are shown, **p = 0.0019. **e**–**h** ELISA-based measurements of cGMP and cAMP in cultured cardiomyocytes under the indicated conditions from wild-typ (WT) (**e**, **g**), **p = 0.0012 for vehicle-treated cells vs. stimulated with CNP (100 nM), ****p < 0.0001 for cells stimulated with Musclin vs. with CNP (100 nM) and Musclin, **p = 0.0013 for cells treated with CNP (100 nM) vs. cells stimulated with Musclin and CNP (100 nM) (**e**), *p = 0.034 (**g**) and global Npr2 knockout mice (**f**, **h**) (for cGMP measurement *n* = 4/condition and for cAMP *n* = 3/condition). **i**, **j** FRET-based measurements of cAMP in single WT cardiomyocytes treated as indicated. Representative traces (**i**) and a quantitative analysis (**j**) are shown (*n* = 6 cells without Musclin treatment and *n* = 8 cells with Musclin). **k** Representatives traces of sarcomere length and **l** quantification of cell shortening (from traces as shown in **k**) in isolated wild-type mouse cardiomyocytes treated as indicated (*n* = 9 cardiomyocytes per group, *p = 0.017). Cilostamide was used as PDE3 inhibitor. Data in bar graphs are shown as mean ± standard error of the mean (SEM). *p < 0.05, **p < 0.01, ****p < 0.0001 determined by two-tailed Student’s *t* test (**b**, **d**, **j**), one-way ANOVA followed by the Holms–Sidak’s multiple comparisons test (**e**, **f**, **l**) or by Kruskal–Wallis with Dunn’s multiple comparisons test (**g**, **h**). n.s. denotes “not significant”. Source data are provided as a source data file.

### Skeletal muscle Musclin regulates cardiomyocyte cGMP and cAMP levels and the phosphorylation of phospholamban

As the next step, we interrogated cGMP and cAMP levels in cardiomyocytes of mice with skeletal muscle Musclin deletion or its AAV-mediated overexpression. We found that cGMP and cAMP levels increased during TAC in WT mice, but were both markedly reduced in Musclin KO mice (Fig. 7a, b). Mice with skeletal muscle Musclin overexpression, in turn, displayed upregulated cardiomyocyte cGMP and cAMP concentrations after TAC (Fig. 7c, d). To determine the downstream effects of Musclin triggered cAMP increases, we interrogated the phosphorylation of phospholamban (PLB) at its serine residue 16 (a known cAMP/protein kinase A (PKA) target) in mice with decreased or increased Musclin levels. Enhanced serine 16 PLB phosphorylation leads to increased cardiomyocyte contraction and relaxation^34^. As depicted in Fig. 7e, f, skeletal muscle-specific KO of Musclin reduced the phosphorylation of PLB in cardiomyocytes and hearts 3 and 14 days after TAC, respectively. Musclin overexpression, in turn, increased serine 16 phosphorylation of PLB (Fig. 7g). Serca2a protein levels, in contrast, were not different between the different groups (Fig. 7e, g). Hence, our data suggest that Musclin improves cardiomyocyte contractility through PDE3 inhibition by augmentation of CNP/NPR-B/cGMP signaling, stimulation of a positive cGMP-to-cAMP crosstalk and activation of PKA signaling in cardiomyocytes.

**Fig. 7:**
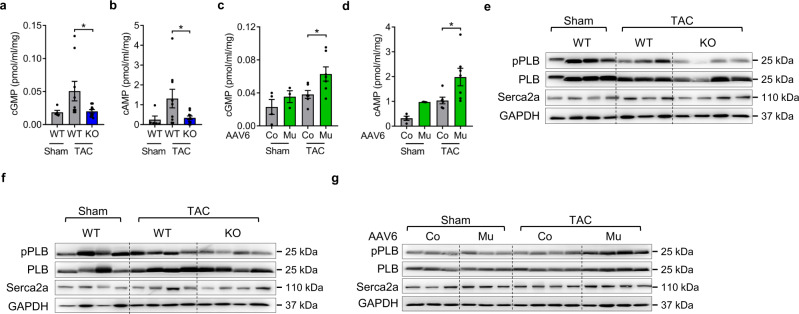
Skeletal muscle Musclin regulates cardiac cGMP and cAMP levels and phospholamban phosphorylation at the PKA phosphorylation site (Serine 16). Cardiomyocyte cGMP (**a**, *p = 0.0268), (**c**, *p = 0.048) and cAMP (**b**, *p = 0.029), (**d**, *p = 0.025) levels (determined by ELISA) after sham and TAC surgery in control (WT) and Musclin knockout (KO) mice after TAC, as well as in Sham and TAC operated mice treated either with AAV6 Control (Co) or AAV6 Musclin (Mu) (WT sham *n* = 5, WT TAC *n* = 9, KO TAC *n* = 10, sham AAV6 Co *n* = 4, sham AAV6 Mu *n* = 3, TAC AAV6 Co *n* = 6, TAC AAV6 Mu *n* = 7). Immunoblots for the indicated proteins (GAPDH as loading control) from cardiac protein lysate 3 days (**e**), cardiomyocyte protein lysate 14 days (**f**) or cardiac protein lysate 9 weeks (**g**) after TAC or sham surgery in WT or KO mice or in mice treated with AAV6 Co or AAV6 Mu as shown. The size of the proteins is indicated in kDa. Data in bar graphs are shown as mean ± standard error of the mean (SEM). *p < 0.05, determined by one-way ANOVA followed by the Holms–Sidak’s multiple comparisons test. Source data are provided as a source data file.

### Musclin inhibits cardiac fibroblast proliferation and migration through activation of PKG

We next assessed the impact of Musclin on isolated primary cardiac fibroblasts, to analyze whether it acts on these cells to explain the changes in TAC triggered myocardial fibrosis in response to skeletal muscle overexpression or ablation of Musclin. As shown in Fig. 8a, b, CNP (100 nM) and Musclin (50 nM) inhibited cardiac fibroblast proliferation and attenuated their capacity to migrate after a scratch injury, although almost no additive effect of CNP/Musclin co-stimulation was observed. The latter was in contrast to what we found in isolated cardiomyocytes and could be due to the fact that fibroblasts produce CNP on their own, and therefore the effect might be saturated and could not be further enhanced by external CNP. The inhibitory effects of Musclin and CNP on fibroblast proliferation and migration were abolished by downregulation of NPR-B via siRNA, but were essentially unchanged by siRNA mediated downregulation of NPR-A, or by treatment with control siRNA (Fig. 8c–h, Supplementary Fig. 8a, b). This indicated that sufficient expression of NPR-B, but not of NPR-A was necessary for Musclin and/or CNP mediated inhibition of fibroblast activity. Downregulation of NPR-C also did not ablate and even partially enhanced the effects of CNP and Musclin, especially with regard to cell migration (Fig. 8c–h, Supplementary Fig. 8c). In this case, partial downregulation of NPR-C by siRNA had a similar effect as Musclin, which blocks NPR-C, and therefore both maneuvers act in the same direction to antagonize NPR-C. Although this gives a hint on the role of NPR-C for Musclin dependent effects, a complete ablation/KO of NPR-C would have given a better clue in this regard. Because PKG is a known negative regulator of fibroblast activation^35^, we investigated the impact of pharmacological PKG inhibition. The PKG inhibitor DT3 (200 nM) eliminated the Musclin effects on fibroblast proliferation and migration, suggesting that it acts via an enhancement of CNP/NPR-B/PKG signaling (Fig. 8i, j). Western blot analyses (Fig. 8k) revealed that Musclin entailed a decreased activation of the p38 MAP kinase (MAPK), which is known to be responsible for the activation of cardiac fibroblasts and which can be inhibited by PKG^36–38^. The ERK MAPK was much less affected by Musclin. Addition of the PKG inhibitor (DT3) abolished the inhibitory effects of Musclin on p38 (Fig. 8k). Together, these experiments indicated that Musclin acts on cardiac fibroblasts by enhancing CNP/NPR-B/PKG signaling, which counteracts fibroblast activation by interfering with p38 MAPKs (Supplementary Fig 8d).

**Fig. 8:**
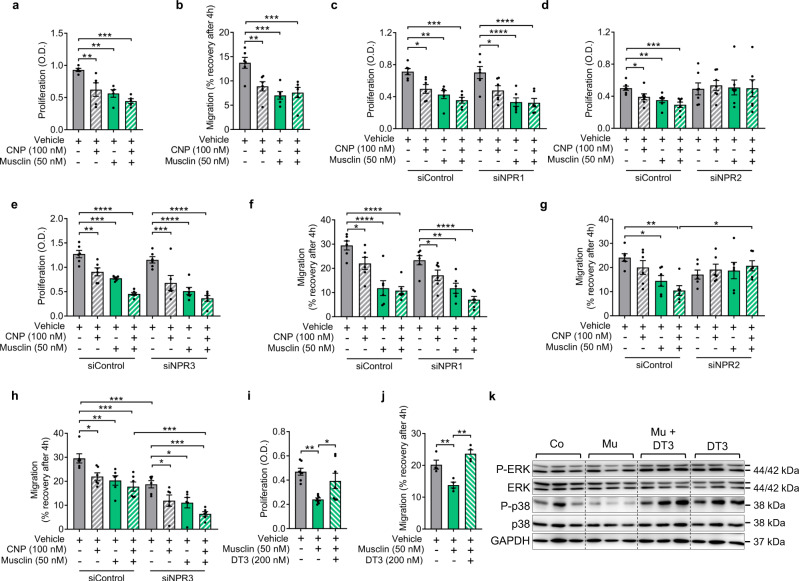
Musclin inhibits the activation of cardiac fibroblasts through NPR-B dependent activation of protein kinase G (PKG). **a** Measurement of cardiac fibroblast proliferation by BrDU incorporation ELISA with addition of CNP and/or Musclin (*n* = 5/condition, **p = 0.0039 for vehicle vs. CNP, **p = 0.0019 for vehicle vs. musclin and ***p = 0.0002). **b** Assessment of cardiac fibroblast migration through detection of recovery of a scratch wound after 4 h during stimulation as indicated (*n* = 6/condition, **p = 0.0023, ***p = 0.0003 for vehicle-treated cells vs. stimulated with Musclin, and ***p = 0.0005 vs. cells stimulated with CNP and Musclin). **c**–**e** Measurement of cardiac fibroblast proliferation by BrDU incorporation ELISA under the indicated conditions (**c**–**e**) (*n* = 6/condition, except siNPR2 treatment *n* = 7); *p = 0.0103 for siControl cells, vehicle treated vs. stimulated with CNP, **p = 0.0016 vs. stimulated with Musclin and ***p = 0.0001 vs. stimulated with CNP and Musclin, *p = 0.0103 for siNPR1 cells, vehicle treated vs. stimulated with CNP, ****p < 0.0001 vs. stimulated with Musclin and vs. stimulated with CNP and Musclin (**c**); *p = 0.0243, **p = 0.0055 and ***p = 0.0003 (**d**); **p = 0.0021 for siControl cells, vehicle treated vs. stimulated with CNP, ***p = 0.0002 vs. stimulated with Musclin, and ****p < 0.0001 vs. treated with both CNP and Musclin, ***p = 0.0002 for siNPR3 cells, vehicle treated vs. stimulated with CNP, ****p < 0.0001 vs. treated with Musclin and vs. cells treated with both CNP and Musclin (**e**). Assessment of cardiac fibroblast migration by scratch assay in cardiac fibroblasts (*n* = 6/condition) treated with siRNA, CNP and Musclin as indicated (**f**–**h**), *p = 0.036 for siControl cells, vehicle treated vs. treated with CNP, ***p < 0.0001 vs. Musclin and vs. stimulated with CNP and Musclin, *p = 0.046 for siNPR1 cells, vehicle treated vs. stimulated with CNP, **p = 0.0013 vs. Musclin and ****p < 0.0001 vs. cells treated with both CNP and Musclin (**f**); *p = 0.0148 for siControl cells, vehicle treated vs. treated with CNP, **p = 0.0013, and *p = 0.0148 between siControl and siNPR2 cells treated with both CNP and Musclin (**g**); *p = 0.0162 for siControl cells, vehicle treated vs. cells stimulated with CNP, **p = 0.0042 vs. cells treated with Musclin and ***p = 0.0004 vs. cells stimulated with both CNP and Musclin, *p = 0.0162 for siNPR3 cells, vehicle treated vs. stimulated with CNP or Musclin and ***p = 0.0002 vs. stimulated with Musclin and CNP, ***p = 0.0005 for siControl cells treated with Musclin und CNP vs. siNPR3 cells stimulated with Musclin and CNP, ***p = 0.0008 for vehicle-treated siControl cells vs. vehicle-treated siNPR3 cells (**h**). **i**, **j** Assessment of cardiac fibroblast proliferation and migration after stimulation with Musclin, CNP or the PKG inhibitor DT3 as indicated (for proliferation *n* = 7/condition, **p = 0.0018 for vehicle vs. Musclin treated cells and *p = 0.016 for cells stimulated with Musclin vs. cells treated with Musclin and DT3 (**i**), and for migration *n* = 4/condition, **p = 0.0043 for vehicle-treated cells vs. stimulated with Musclin, ***p = 0.0005 for cells treated with Musclin vs. treated with DT3 (**j**)). **k** Immunoblot from cardiac fibroblasts’ protein lysate for the indicated proteins after stimulation as indicated. GAPDH was used as loading control. The size of the proteins is indicated in kDa. Data in bar graphs are shown as mean ± standard error of the mean (SEM). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 determined by one-way ANOVA followed by the Holms–Sidak’s multiple comparisons test. Mu stands for Musclin. Source data are provided as a source data file.

## Discussion

In this study, we identified reduced levels of Musclin in wasting skeletal muscle as driver of heart failure progression. Musclin is expressed in skeletal muscle and in bone, where it was shown to mediate insulin-dependent glucose metabolism and endochondral growth, respectively^15,16,39–43^. Musclin has a strong homology to the natriuretic peptide family and is an endogenous ligand of the natriuretic peptide clearance receptor (NPR-C)^44^. Although Musclin can also act locally in skeletal muscle to enhance physical endurance by promoting mitochondrial biogenesis^12,45,13^, it is also released to plasma, suggesting a systemic impact on the natriuretic peptide system. The distinct downregulation of Musclin during long-term pressure overload in skeletal muscles suggested a specific impact of this myokine on heart failure progression via inter-tissue crosstalk. Indeed, therapeutic overexpression of Musclin in skeletal muscle via AAV6 ameliorated left ventricular dysfunction and myocardial fibrosis after long-term TAC in mice. Moreover, by generation of a skeletal muscle specific and inducible Musclin KO mouse, we revealed that Musclin deficiency in skeletal muscle triggers exaggerated maladaptive cardiac fibrosis and left ventricular dysfunction after TAC. We further demonstrated that the improved cardiac function by Musclin is attributed in part to an increased cardiomyocyte contractility: While Musclin alone had no effect, it potentiated the CNP mediated inotropic response in isolated adult WT murine ventricular cardiomyocytes, which was, however, completely abrogated in cardiomyocytes lacking NPR-B. Although we cannot exclude additional effects of Musclin via enhancing ANP and BNP abundance in vivo, we showed that cardiomyocytes exhibited no inotropic response to Musclin following ANP stimulation in vitro, suggesting that Musclin augments cardiomyocyte contractility via enhanced CNP/NPR-B, but not ANP/NPR-A signaling. Interestingly, the augmenting effects of CNP on cardiomyocyte contractility by Musclin were mimicked by treatment with cilostamide (a PDE3 inhibitor), which prevented further contractility enhancement by Musclin, indicating that PDE3 serves as a critical downstream target. By contrast, inhibition of the cGMP dependent protein kinase (PKG) with a selective inhibitor (DT3^46^), did not prevent additional inotropic responses by Musclin during CNP stimulation, suggesting a predominant role of PDE3 compared to PKG under these circumstances. Importantly, we found that co-stimulation with Musclin and CNP increased cardiac cGMP and cAMP responses depending on the presence of NPR-B, whereas the lack of Musclin in KO mice reduced these responses. PDE3 binds both cAMP and cGMP, but cGMP acts as competitive inhibitor of cAMP hydrolysis, thereby creating a positive cGMP-to-cAMP crosstalk^47^. Pre-treatment with the PDE3 inhibitor cilostamide prevented a further cAMP increase by Musclin following CNP stimulation. Together, our data suggest that Musclin augmented cardiomyocyte contractility and relaxation by promoting CNP signaling through NPR-B/cGMP-mediated PDE3 inhibition, a positive cGMP-to-cAMP crosstalk and enhanced cAMP/PKA signaling. In support of our conclusions, a recent study demonstrated that CNP, but not BNP, enhanced the positive inotropic and lusitropic effects of adrenergic stimulation in rat cardiac muscle strips through the inhibition of PDE3^42^. As similar levels of cGMP were generated by BNP and CNP, the differences in downstream signaling were attributed to separate microdomains associated either with NPR-A or NPR-B dependent signaling^48,49^. In addition, NPR-A-dependent signaling becomes downregulated, while NPR-B accounts for the majority of the natriuretic peptide response in TAC-induced heart failure in mice^50^. Interestingly, the enhancement of cGMP-to-cAMP crosstalk was recently shown to account for compensation of cardiac function during pressure overload, before overt heart failure develops in mice^51^. We show here that skeletal muscle-derived Musclin employs a similar path to promote cardiac compensation. Although pharmacological PDE3 inhibition enhances contractility in rodents as well as in patients^52,53^, treatment over longer periods increased the incidence of arrhythmias and sudden cardiac death^54^. While this might create a caveat against treatment approaches with Musclin, on the other hand new pharmacological interventions are sought that target PDE3 without increasing the risk of cardiac death^55^. Musclin uses a more indirect mechanism of PDE3 inhibition by enhancing protective CNP signaling, which additionally leads to potent anti-fibrotic, but - in contrast to direct PDE3 inhibition - does not trigger prohypertrophic effects or sudden death in mice. Therefore, Musclin might constitute such a new pharmacological intervention, although more studies are needed to validate this in large animal models of heart failure^55,56^. Miyazaki et al. reported that high dose intravenous injection or overexpression of Musclin in the liver of transgenic mice improved survival and attenuated cardiac hypertrophy, but did not improve heart function following myocardial infarction, mainly by reducing myocardial inflammation and infarct size^17^. While we did not investigate cardiac inflammation in our model, because it might play a less prominent role during pressure overload, we did not observe major effects of Musclin (neither through overexpression, nor through its ablation) on cardiac hypertrophy. This discrepancy could either be due to the different heart failure models, and/or due to the different extent of overexpression used in both studies: with regard to plasma levels, Miyazaki et al. employed a more than ten-fold overexpression, while in our case overexpression was about two-fold. In addition, Musclin might have been abnormally processed due to its unphysiological expression in the liver in the study by Miyazaki et al.^57^. Beside its positive inotropic effects, skeletal muscle Musclin potently inhibited myocardial fibrosis during TAC, which likely also contributed to improved heart function. Mechanistically, our data suggest that Musclin (as well as CNP) act on cardiac fibroblasts to oppose their activation by inhibiting cellular proliferation and migration. In contrast to what we observed in cardiomyocytes, there were similar effects on fibroblasts by CNP and Musclin, but almost no additive effect. We hypothesize that this is because unlike cardiomyocytes, fibroblasts produce CNP by themselves and it is therefore already present when Musclin is added to act in synergy, although this could not be enhanced by additional external CNP. Musclin dependent inhibition of fibroblast activation was blunted by siRNA mediated NPR-B downregulation, indicating that it also acts in fibroblasts via enhancing CNP/NPR-B signaling. Cardiac fibroblast activation and fibrosis are mediated by the MAP kinase p38^38^. We found here that Musclin inhibits p38 activation and that PKG was necessary for Musclin dependent fibroblast and p38 inhibition. In this regard, anti-fibrotic and p38 inhibiting effects by PKG were previously described, suggesting a Musclin/CNP/NPR-B/PKG/p38 dependent pathway in cardiac fibroblasts^35–37,58^.

Musclin is a known high affinity ligand of NPR-C, which has been traditionally viewed as clearance receptor for the natriuretic peptides. Indeed, we found that Musclin and CNP compete for binding to NPR-C and that Musclin administration elevated CNP levels in the supernatant of NPR-C expressing Hek293 cells. In addition, more or less plasma CNP concentrations were found in skeletal muscle-specific Musclin overexpressing or KO mice, respectively, which is compatible with previous studies demonstrating increased systemic CNP levels in response to enhanced Musclin abundance^16,17^. Importantly, there is strong evidence emerging from *Npr3* KO mice that direct NPR-C dependent signaling (for example involving Gi proteins and ERK signaling) could be responsible for the protective roles of CNP^59–61^. In our study, however, Musclin/CNP co-stimulation triggered increased cAMP levels in cardiomyocytes (as opposed to decreased cAMP levels that would have been expected due to NPR-C-Gi signaling) and also did not affect ERK signaling in cardiac fibroblasts. Moreover, a vital cardioprotective role was recently demonstrated for the CNP receptor NPR-B, as heterozygous *Npr2* KO mice develop heart failure with myocardial fibrosis in advanced age^62^. Similarly, cardiomyocyte-specific ablation of NPR-B, triggered cardiac dysfunction after TAC^63^. This, together with the abrogation of Musclin effects in cardiomyocytes and fibroblasts by NPR-B ablation/downregulation, argues against a major role of direct NPR-C signaling in mediating the effects of Musclin, although our study was not optimally designed to clarify this point. The role of NPR-C for the cardiac Musclin effects in vivo should be evaluated in *Npr3* KO mice in the future. In addition, it is possible that Musclin acts (at least in part) via a currently unknown (co-) receptor.

Therapeutic overexpression of Musclin in skeletal muscle might also be beneficial in patients: Musclin (*OSTN*) mRNA levels in skeletal muscle biopsies from patients suffering from heart failure and sarcopenia or cachexia were markedly downregulated. In addition, patients with heart failure due to aortic stenosis exerted reduced Musclin serum levels, although it was not clear whether these patients suffered from sarcopenia or cachexia. Future studies of larger patient cohorts will be necessary to address whether Musclin is suitable as biomarker. Intriguingly, physical activity in patients suffering from heart failure is emerging as therapeutic approach, which might be, at least in part, the result of an enhanced secretion of protective myokines such as Musclin, which is upregulated in skeletal muscles by exercise^64,65,13^. In conclusion, our observations provide insights into the role of myokines during skeletal muscle wasting and heart failure. Musclin, a skeletal muscle derived and secreted myokine, attenuates cardiac dysfunction and myocardial fibrosis by augmenting the CNP/NPR-B stimulated crosstalk of cGMP to cAMP in cardiomyocytes and by inhibiting p38 MAPK signaling through the activation of PKG in cardiac fibroblasts. Enhancing inter-tissue communication via AAV6-mediated overexpression of the myokine Musclin could be a promising therapeutic strategy for treating heart failure progression.

## Methods

### Animal experiments

All procedures involving the use and care of animals were performed according to the Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes and the German animal protection code. Approval was granted by the local state authorities (LAVES-Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit, 33.14-42502-04-11/0335 and 33.8-42502-04-16/2356).

Male C57Bl/6JCrl mice (Charles River Laboratories) at 8–10 weeks of age were used for all experiments (except for the experiments involving Musclin KO and littermate WT mice, as well as *Npr1* and *Npr2* KO and corresponding WT mice, where male and female mice were used). The animals had free access to water and a standard diet and were maintained on a 12‐h light and dark cycle at a room temperature of 22 ± 2 °C and a humidity of 35–60%. TAC surgery was performed by subjecting the aorta to a defined 27-gauge constriction in 8–10 weeks old mice as described previously^66,67^. Cardiomyocyte specific, 8–10 weeks old *Npr1* (NPR-A) KO mice and global *Npr2* (NPR-B) KO mice were previously published^68,69^.

Echocardiography was performed with a linear 30 MHz transducer (Vevo 770 and Vevo3100, Visualsonics, Toronto, Canada) in mice that were sedated with 2% isoflurane. LV enddiastolic area, enddiastolic average wall thickness (Wth) and enddiastolic volume (EDV) as well as endsystolic area (LVESA) and endsystolic volume (ESV) were recorded or calculated. Ejection fraction was calculated as [(EDV-ESV)/EDV] × 100. The degree of pressure overload was assessed utilizing the ratio of right over left common carotid artery blood flow peak velocity (RCA and LCA, resp.), which were each recorded with pulsed-wave Doppler at the level of the carotid bifurcation. Left ventricular pressure was assessed with a microtip pressure-volume catheter (PVR-1000, Millar Instruments, Houston, TX) inserted through the cardiac apex during anesthesia with 2% isoflurane. Tail cuff blood pressure was measured in awake mice (BP 2000 Blood Pressure Analysis System, Visitech). Premature death was a criterion for exclusion from an ongoing experiment.

MRI in mice was performed using a 7-T small-animal MRI unit (Bruker, Pharmascan, PHS70/16US, Ettlingen Germany) and a circular polarized volume coil (Bruker T10327V3). Animals were anesthetized by using isoflurane inhalation (1–2% in oxygen). A respiratory-triggered T1-weighted RARE sequence covering the entire abdomen in transverse orientation was used to evaluate intra-abdominal and subcutaneous fat volumes as well as autochthone muscle area. Sequence parameters were: repetition time 1000 ms, echo time 20.64 ms, field of view 30 mm × 35 mm, matrix size 176 × 194 (resolution 0.17 × 0.18 mm), slice thickness 1 mm. In order to identify fat tissue, images were acquired with and without fat saturation. Intra-abdominal and subcutaneous fat volumes were quantified by semi-automatic segmentation on a length of 2 cm from head to feet, beginning from the upper pole of the right kidney using a region growing algorithm and Horos v1.1.7 software (https://horosproject.org/). In addition, autochthone muscle area was quantified at the level of the right kidney hilum using a region of interest.

### AAV6-mediated overexpression of Musclin in vivo

The entire coding region of the Musclin cDNA was Myc-tagged and subcloned into the pdsMCKE vector downstream of the muscle creatine kinase promoter. The resulting plasmid was used to produce AAV6 Musclin vectors. AAV6 vectors expressing renilla luciferase downstream of the same promotor were generated and used as control (AAV6 Control). AAV6 vectors (5 × 10^11^ viral genomes in NaCl, 0.9%) were injected intramuscular into the right quadriceps muscle of 8 weeks old male C57Bl/6JCrl mice 2 days after TAC or sham surgery.

### Generation of skeletal muscle-specific and inducible Musclin deficient mice

Vector construction and targeted KO strategy were designed together with the InGenious Targeting Laboratory. 

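In the GENCODE annotation of GRCm38, the mouse Ostn gene (ENSMUSG00000052276.8) has 5 exons on the plus strand of chromosome 16. Exon 1, from 27307489 to 27307701, and exon 5, from 27350408 to 27351212, hold no coding sequence. The coding sequence of 393 bases, stop codon included, starts in exon 2 (27321339 to 27321437, 99 coding bases) and ends in exon 4 (27346871 to 27346967). Exon 3 lies between 27324523 and 27324731. All of its 209 bases are coding, which is 53.2% of the coding sequence. They make 69 whole codons and leave a remainder of 2 bases, so that exon 4 is read in another frame when exon 2 is joined to it directly.

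**Figure D3:**
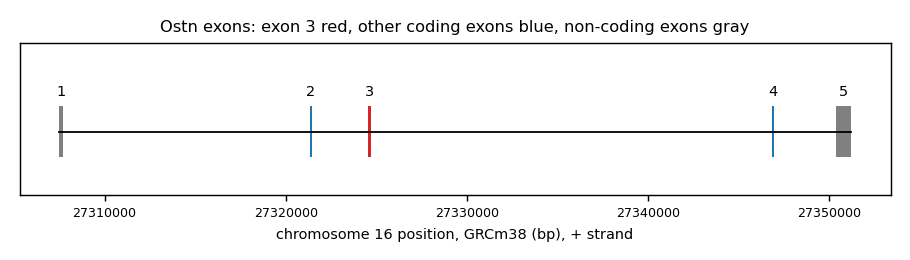
Exons of Ostn drawn to scale along chromosome 16 of GRCm38, position in bp. Exon 3, in red, has 209 coding bases, the other coding exons are blue and exons without coding sequence gray.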

Briefly, a conditional loxP KO mouse (Ostn^fl/fl^) with homologous recombination targeting the exon 3 (209 bp) was generated, which results in a frame shift upon deletion.

The ~10.4 kb region used to construct the targeting vector was first subcloned from a positively identified C57BL/6 fosmid clone (WI1-575B23) using a homologous recombination-based technique. The region was designed such that the 5′ homology arm extends 7.0 kb 5′ to the single LoxP site. The 3′ homology arm extends 2.7 kb downstream of the LoxP/FRT flanked Neo cassette. The 5′ LoxP site was inserted about 83 bp upstream of exon 3 and the 3′ LoxP site along with the FRT flanked Neo selection cassette was placed downstream of exon 3. The Neo cassette is about 303 bp away from exon 3. The size of the target region is 595 bp containing exon 3. The targeting vector was confirmed by restriction analysis after each modification step, and by sequencing using primers designed to read from the selection cassette into the start of the 3′ arm (IVNeoSQ3) and the 3′ end of the targeting region (IVNeoSQ7). The targeting construct was linearized using NotI prior to electroporation into ES cells. Targeted iTL BF1 (C57BL/6 FLP) embryonic stem cells were microinjected into Balb/c blastocysts. Resulting chimeras with a high percentage black coat color were mated to C57BL/6 WT mice to generate Germline Neo Deleted mice. PCR and Southern blot analysis verified Musclin targeting in the offspring of F1 and F2 mice.

Next, to generate inducible Musclin KO mice, Ostn^fl/fl^ mice were crossed with a HSA-rtTA/TRE-Cre double transgenic mice (The Jackson Laboratory) that express Cre recombinase only in skeletal muscle and only following Dox treatment (Ostn^fl/fl (HSA-rtTA/TRE)Cre^). The first transgene uses the HSA promoter to drive expression of the rtTA. The second transgene uses a tetracycline responsive promoter to drive the expression of Cre recombinase^70^.

For experiments, Dox (Sigma Aldrich) was dissolved in drinking water at a concentration of 2 mg/ml and given to animals in light-protected water bottles for one week before TAC or sham surgery. Littermate male and female Ostn^fl/fl^ mice (Musclin WT) on a C57Bl/6 J background as control and Ostn^fl/fl (HSA-rtTA/TRE)Cre^ mice (Musclin KO), aged between 8–10 weeks, all treated with Dox were included in this study.

### RNA isolation and quantitative real-time PCR

Total RNA from hearts or muscles was isolated with the Trifast reagent (Peqlab, Erlangen, Germany). cDNA was generated from 1 µg RNA using Maxima H Minus First Strand cDNA Synthesis Kit (Thermo Fisher Scientific) and quantitative PCR (from of 10 ng mRNA equivalent) was performed using standard procedures with the MX4000 multiplex qPCR system from Stratagene. Gene expression was normalized to Gapdh mRNA expression. Absolute quantification of *Ostn* (Musclin) mRNA was based on a standard curve, which was prepared with a plasmid containing the Musclin sequence. 

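The mouse Ostn primers of Supplementary Table 3 were matched to the annotated transcript of 1423 bases. The forward primer TGGACTGGAGATTGGCAAGT matches bases 218 to 237, in exon 2, and the reverse primer CAGATCATCAAGACGCAGGA matches the opposite strand of bases 389 to 408, in exon 3. The product is 191 bases long and spans the junction of exons 2 and 3.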

Primer sequences can be found in Supplementary Table 3.

### Deep sequencing and bioinformatics

To identify genes regulated in cachectic skeletal muscle, RNA was isolated from the quadriceps muscle 12 weeks after sham or TAC surgery using the RNeasy mini kit (Qiagen) following the instruction manual. Further analysis was performed at the Helmholtz Center for infection research in Braunschweig. Quality and integrity of total RNA was controlled on the Agilent Technologies 2100 Bioanalyzer (Agilent Technologies; Waldbronn, Germany). The RNA-sequencing library was generated from 100 ng total RNA using Dynabeads^®^ mRNA DIRECT™ Micro Purification Kit (Thermo Fisher) for mRNA purification followed by ScriptSeq v2 RNA-Seq Library Preparation Kit (Epicenter) according to the manufacturer’s protocols. The libraries were sequenced on Illumina HiSeq2500 using TruSeq SBS Kit v3-HS (50 cycles, single ended run) with an average of 3 × 10^7^ reads per RNA sample. Before alignment to the reference (mm10) each sequence was trimmed on base call quality and sequencing adapter contamination using the Trim Galore! wrapper tool (Babraham Bioinformatics—Trim Galore!). Reads shorter than 20nt were removed from FASTQ files. Trimmed reads were aligned to the reference using the short read aligner STAR (https://code.google.com/p/rna-star/). Feature counts were determined using R package “Rsubread”. Only genes showing counts greater than 5 at least two times across all samples were considered for further analysis (data cleansing).

Differentially regulated genes between sham and TAC (1 ≤ log2FC ≤ −1) with p < 0.05 were identified by EdgeR. GO (Biological Process) analysis was performed separately for up- and downregulated genes using the DAVID tool (DAVID 6.8: https://david.ncifcrf.gov/). Identified transcripts were filtered for genes assigned to the GO classification “Cellular Compartment” “Extracellular Region” (GO:0005615) from (http://www.informatics.jax.org/vocab/gene_ontology). The resulting transcripts were again filtered for genes with higher expression in the quadriceps muscle (quadriceps muscle vs. in adult heart (log2FC > 2) with *p* < 0.05) and identified by EdgeR.

### Protein extraction and immunoblotting

Protein was extracted from frozen heart or muscle tissue using lysis buffer (10 mM Tris, 150 mM NaCl, 4% Glycerol, 0.5 mM Sodium metabisulfite, 1% Triton X, 0.1% Sodium deoxycholate, 0.05% SDS, pH 7.5) with freshly added Protease Inhibitor Cocktail (#11697498001, Roche) and Phosphatase Inhibitor Cocktail (#524629, Merck). Protein concentration was determined utilizing a Pierce BCA assay kit (#23225, Thermos Scientific). Equal amounts of total protein (20 µg) were separated on SDS-polyacrylamide gel under reducing conditions and transferred to PVDF membranes (#IPVH00010, Merck). Immunoblot analysis was conducted using standard techniques with antibodies to the following proteins: Musclin (#RD181079100, 1 µg/ml, BioVendor), Actin (#A2066, 1:100, Sigma), alpha Tubulin (#ab40742, 1:5000, Abcam) and Serca2a ATPase (#ab2861, 1:1000, Abcam), Phospholamban (#A010-14, 1:2000, Badrilla) and Phospholamban (pSer16) (#A010-12, 1:5000, Badrilla), p38 MAPK (#9212, 1:1000, Cell Signaling), Phospho-p38 MAPK (T180/Y182), (#9211, 1:1000, Cell Signaling), p44/42 MAPK (Erk1/2), (#9102, 1:1000, Cell Signaling), Phospho-p44/42 MAPK (T202/Y204), (#9101, 1:1000, Cell Signaling). The blots were hybridized with an antibody against GAPDH (#10R-G109a, 1:6000, Fitzgerald) to verify equal loading of protein in each lane. The following secondary antibodies were used: Anti-Rabbit-IgG-HRP (#NA934, 1:3500, GE Healthcare Life Sciences), anti-Mouse-IgG-HRP (#NXA931, 1:3500, GE Healthcare Life Sciences), and anti-Goat-IgG-HRP (#HAF005, 1:10000, R&D systems).

### Myocyte Isolation, cell contractility, sarcomere length, and Ca^2+^transient measurements

Adult ventricular cardiomyocytes were prepared from mice as previously described using a Langendorff system^71^. Following isolation, the ventricular myocytes were placed on laminin-coated glass coverslips (24 × 24 mm, Roth), then 3 h later washed twice with long-term incubation medium (200 mg BSA, 1 ml 1 M HEPES, 1x Penicillin, 1× l-Glutamin, 100 µl ITS 1000× in 97.9 ml MEM medium). The isolated myocytes were transferred to the recording chamber of the IonOptix System. The cells were stimulated with recombinant C-type natriuretic peptide (CNP, #N8768-1MG, Sigma Aldrich), Musclin (#ab105614), cilostamide (#BML-PD125-0005, Enzo) or the cell permeable PKG Iα inhibitor DT3 (#370655, Merck). Sarcomere shortening was assessed upon field stimulation (1 Hz) using a video-based sarcomere length detection system (IonOptix Corporation) at 37 °C. The recordings were subsequently analyzed with the Ion Wizard software (IonOptix). For measurement of Ca^2+^ transients in intact cardiomyocytes, cells were incubated in modified Tyrode’s solution (in mmol/L: 135 NaCl, 4.7 KCl, 0.6 KH_2_PO_4_, 0.6 Na_2_HPO_4_, 1.2 MgSO_4_, 1.25 CaCl_2_, 20 glucose, 10 Hepes, pH 7.46) containing 1 μmol/L Fura-2-AM for 20 min. Cells were alternatively excited at 340 and 380 nm with 510 nm emissions using the hyper-switch dual excitation light source (IonOptix). The F340/F380 ratio was used as an index of cytosolic Ca^2+^ concentration.

### cAMP and cGMP measurements by FRET

For FRET-based measurements of cAMP and cGMP, cardiomyocytes from either cGES-DE5 transgenic (for cGMP measurements) or from Epac2-camps (for cAMP measurements) transgenic mice were isolated^32,33^. Thereafter, the cells were washed once and maintained in a physiological buffer containing: NaCl 144 mM, KCl 5.4 mM, CaCl_2_ 1.0 mM, MgCl_2_ 1.0 mM, and HEPES 10 mM, pH 7.4 at room temperature. Cells were placed on a standard inverted microscope (Leica DMI3000B) equipped with 60x/1.5oil immersion objective, single-wavelength light-emitting diode (CoolLED pE-100, 400 nM or 440 nM), DV2 DualView beam splitter (Photometrics) and OptiMOS charge couple device (CCD) camera (QImaging). Cells were consecutively stimulated with the indicated substances and the GFP/RFP (for cGMP measurements) or CFP/YFP (for cAMP measurements) emission ratio upon 400 nm (for cGMP measurements, filters GFP 520 ± 30, RFP 630 ± 50) or 440 nm excitation (for cAMP measurements, filters YFP 535 ± 40 nm, CFP 480 ± 30 nm) was measured. After each measurement, emission values were corrected for bleed through of GFP into RFP or of CFP into YFP channel and for photobleaching as described^72^.

### Fibroblast isolation and siRNA treatment

Adult murine cardiac fibroblasts were isolated from 3–5 weeks old CD-1 mice. The hearts were cut into small pieces and digested with Liberase TH (#5401151001, Roche) in SADO-Mix Solution (20 mM HEPES-NaOH (pH 7.6), 130 mM NaCl, 3 mM KCl, 1 mM NaH_2_PO_4_, 4 mM Glucose, 1.5 mM MgSO_4_ in ddH_2_O). The harvested cardiac fibroblasts were incubated in DMEM cell culture media containing 10 % FCS upon reaching confluence. siRNA treatment using control siRNA (Ambion) or siRNA directed against *Npr1*, *Npr2* or *Npr3* (Dharmacon) was conducted at a final concentration of 100 nM using Lipofectamine (Invitrogen). The siRNA sequences used are listed in Supplementary Table 4. Fibroblast proliferation and migration assays were conducted 48 h after transfection.

### Fibroblast migration assay

A scratch assay was performed to study fibroblast migration. The cells were plated on 24-well plates. Media was added containing 10% FCS with or without additional agents. Twenty-four hours later, the cell monolayer of growing fibroblasts was scraped in a straight line to create a “scratch-injury” with a p200 pipet tip. Pictures were taken immediately after scratch and 4 h later. The scratch-injury area was analyzed using AxioVision 4.8 Software.

### Fibroblast proliferation assay

DNA synthesis was measured by performing a BrdU incorporation assay with a commercially available kit (Roche). Fibroblasts were plated on 96-well plates in 10 % FCS culture media with or without the addition of different agents. Four hours later, BrdU was added. BrdU incorporation was determined by Cell Proliferation ELISA (#11647229001, Roche) 24 h later following the manufacturer’s protocol.

### NPR-C competition assay

Wells of a 96-well high-binding plate (Costar #2592) were coated with 100 ng of recombinant mouse NPR-C/NPR3 Fc Chimera protein (R&D Systems, #10187-NR). After washing and blocking of the wells with 1%BSA/PBS, 100 µl of 200 ng/ml Musclin (R&D System, #9700-ON) alone or with increasing amounts of CNP (Sigma, #N8768) were added to the coated wells and incubated overnight at 4 °C. On the next day, after several washes, the wells were incubated with anti-Musclin antibody (R&D Systems, #10187-NR) and an HRP coupled secondary antibody (R&D Systems, #HAF0169) to detect Musclin that was bound to the NPR-C coated well. Relative Musclin binding was calculated with the help of a Musclin standard curve.

HEK293 cells (Leibniz Institute DSMZ, Cell Line 293 ACC 305) were transfected with NPRC-GFP (OriGene, #MG208587, Accession No. NM_008728) or were left untransfected. The cells were stimulated with recombinant C-type natriuretic peptide (CNP, #N8768, Sigma Aldrich) with or without the addition of Musclin (#RD172079100, BioVendor) for 1 h. The CNP levels were determined in the supernatants using the CNP ELISA kit (#MBS2514795, detecting mature CNP peptides, MyBioSource) according to the manufacturer’s protocol.

### Measurement of cGMP, cAMP, ANP, CNP, and Musclin by ELISA

cGMP levels were measured using the cGMP enzyme immunoassay (EIA) kit (#581021, Cayman Chemical). Isolated adult murine cardiomyocytes were homogenized in 100 µl of 0.1 M HCl and centrifuged at 1000 × *g* for 10 min. The supernatants were diluted 1:6 with diluent buffer and used for cGMP level measurements according to the manufacturer’s protocol. For the measurement of cAMP levels using the cAMP enzyme immunoassay (EIA) kit (#581001, Cayman Chemical) the samples were processed as described above. The plasma Musclin concentration was determined by the mouse Osteocrin ELISA (#EKC37526, Biomatik), the ANP concentrations in plasma by the ANP-Fluorescent EIA kit (Phoenix Pharmaceuticals, #FEK-005-24) and the CNP plasma concentration using the CNP ELISA kit (#MBS2514795, detecting mature CNP peptides, MyBioSource) according to manufacturer’s instructions.

### Analysis of human material

Muscle biopsies of the vastus lateralis muscle were obtained from control subjects without history of cardiovascular or neuromuscular disorders. They were enrolled at the Department of Cardiology, Charité Medical School, Campus Virchow-Klinikum, Berlin, Germany, and the Space Clinic of the Institute of Space Medicine and Physiology (Medes-IMPS, Rangueil Hospital) in Toulouse, France. Individuals enrolled at the Institute of Space Medicine and Physiology received a compensation for their participation. All subjects provided written and informed consent before being enrolled. Sarcopenic and cachectic patients were enrolled in the Studies Investigating Co-morbidities Aggravating Heart Failure (SICA-HF) trial and were enrolled at the Department of Cardiology, Charité Medical School, Campus Virchow-Klinikum, Berlin, Germany^7,73^. Sarcopenia was defined as an Appendicular Muscle Mass (kg)/height (m)^2^ < 5.45 in women and <7.26 in men. The local ethics committees at the Charite Medical School, Germany, and at the CPP Sud-Ouest et Outre-Mer I, France, approved the studies. Cachexia was defined as non-edematous, non-intentional weight loss ≥5% over a period of 1 year. Patient and control characteristics are shown in Table 1. The study fulfills all principles of the Declaration of Helsinki. Human serum Musclin concentrations were determined by the human Musclin ELISA kit (Cusabio, # CSB-E12021h) according to manufacturer’s instructions in male healthy blood donors or male patients suffering from severe aortic stenosis before aortic valve replacement was conducted (the patient characteristics are shown in Table 2). This study was approved by the Ethical Committee of the Hannover Medical School, Germany. All individuals and patients gave written informed consent.

### Histology

After removal from the chest cavity, the hearts were rinsed in PBS and 0.5 M KCL. Transversal frozen sections (7 µM in thickness) of the myocardium were generated. To measure cardiomyocyte dimensions, the cardiomyocyte cell membranes were stained with TRITC-WGA (20 µg/ml, Sigma Aldrich) and the nuclei with 4′,6-diamidino-2-phenylindole (#HP20.1 ready-to-use DAPI, ROTH). Fluorescein-labeled GSL I-isolectin B4 (10 µg/ml, IB4, Vector Laboratories) was used to visualize cardiac endothelial cells. The cellular size of cardiomyocytes in situ was determined with Image J software.

Fibrosis was quantified with the Sirius Red staining method in 12-µM-thick cryosections. Subsequently, the fraction of the fibrotic area (stained in red) from the total myocardial area was determined using Adobe Photoshop Imaging Software. Representative images of histological sections and immunofluorescence stainings are shown. Muscles were dissected, embedded in a drop of OCT compound and frozen in 2-methylbutane precooled in liquid nitrogen. Cryosection (7 µm thickness) of the quadriceps muscle was generated and stained with tetramethyl rhodamine isothiocyanate-conjugated wheat-germ agglutinin (TRITC-WGA, Sigma Aldrich) for the quantification of muscle fiber size.

For ATPase staining, 7 µm cryosections were exposed to pre-incubation solution (50 mM sodium acetate, 30 mM sodium barbital, brought to pH 4.2 with HCl) at pH 4.2 for 5 min. This was followed by a 30 min incubation in 20 mM sodium barbital, pH 9.4, containing 9 mM CaCl_2_ and 2.7 mM ATP at 37 °C, before incubations with 2% CoCl_2_ and then 1%(NH_4_)_2_S were conducted and the slices were embedded after several washes as described^74^.

For Musclin immunostaining 7-µm-thick cryosections of quadriceps muscles were fixed with 100 % ice-cold acetone for 20 min at room temperature, dried, and permeabilized with PBS containing 0.3% Triton X-100 for 20 min, before they were blocked with 3% BSA in PBS for 30 min. The cryosections were then incubated overnight at 4 °C with the primary antibody against Musclin (1:100, # RD181079100, Biovendor), followed by the AlexaFluor 488-coupled secondary antibody (#4412 S, 1:500, Cell Signaling) for 4 h in the dark. Nuclei were stained with 4′,6-diamidino-2-phenylindole (#HP20.1 ready-to-use DAPI, ROTH). Coverslips were mounted on glass slides with VECTASHIELD HardSet Mounting Medium (Vector Laboratories).

### Statistics

For statistical analysis GraphPad Prism software (version 7.04, GraphPad Software Inc.) was used. Data are shown as mean ± standard error of the mean (SEM) unless noted otherwise in the legend. All experiments were carried out in at least three biological replicates. The exact number of biological replicates (number of mice, samples, or cell culture dishes) is indicated in the figure legends. Sample size was chosen as a result of previous experience regarding data variability in similar models and experimental set-ups^66,67,75,76^. No statistical method was used to predetermine sample size. Mice were allocated to the different experimental group due to genotyping results. WT mice were randomly assigned to receive AAV6 Control or AAV6 Musclin treatment. Healthy individuals, patients suffering from severe aortic stenosis or from CHF with cachexia or sarcopenia were assigned to the experimental groups primarily as result of their diagnosis (or due to absence of disease for healthy individuals). For the serum analysis all samples (randomly collected during between May 2011 and February 2014 among patient with severe aortic stenosis or from blood donors) available in our lab were analyzed and included in the manuscript. For the skeletal muscle study, samples in each group were randomly chosen from the existing samples of the group. The investigators were blinded for mouse genotype and treatment during surgeries, echocardiography, cardiac catheterization, organ weight determination and all histological and immunofluorescence quantifications. For other experiments, researchers were not blinded to group allocation during data collection due to the necessity of knowing the treatment to be administered or the samples to be collected. However, researchers were blinded to group allocation during data analysis in most of the cases. The variance was comparable between groups. The Shapiro–Wilk normality test was conducted to assess normality. If data were normally distributed, for unpaired data, multiple groups were compared by one-way measures analysis of variance (ANOVA) followed by the Holms–Sidak’s multiple comparisons test or by unpaired, two-sided Student’s *t* test when comparing two experimental groups. For paired data, multiple groups were compared by one-way repeated measures ANOVA followed by the Holms–Sidak’s multiple comparisons test or by paired, two-tailed *t* test when comparing two experimental groups. When *n* = 3/condition, or when the normality test was negative, the Kruskal–Wallis test with Dunn’s multiple comparisons test or the two-tailed Mann–Whitney test (in the case of only two experimental groups) were used as non-parametric test. A two-tailed *p* value of <0.05 was considered significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Reporting Summary

## Source data

Source data

## Data Availability

All data presented in this study are available in the main text, the main figures or in the supplementary materials. RNAseq data generated during this study are available in the Gene Expression Omnibus (GEO) repository (http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO series accession number GSE129205. The following genome assembly was used for alignment: mm10, GRCm38 - mm10 - Genome - Assembly - NCBI (nih.gov). Source data are provided with this paper.

# Supplementary material for: Skeletal muscle derived Musclin protects the heart during pathological overload
**Source:** Nat Commun. 2022 Jan 10;13:149. doi: 10.1038/s41467-021-27634-5
**Supplement:** Supplementary file 1 — Supplementary information

## **Supplementary Information**

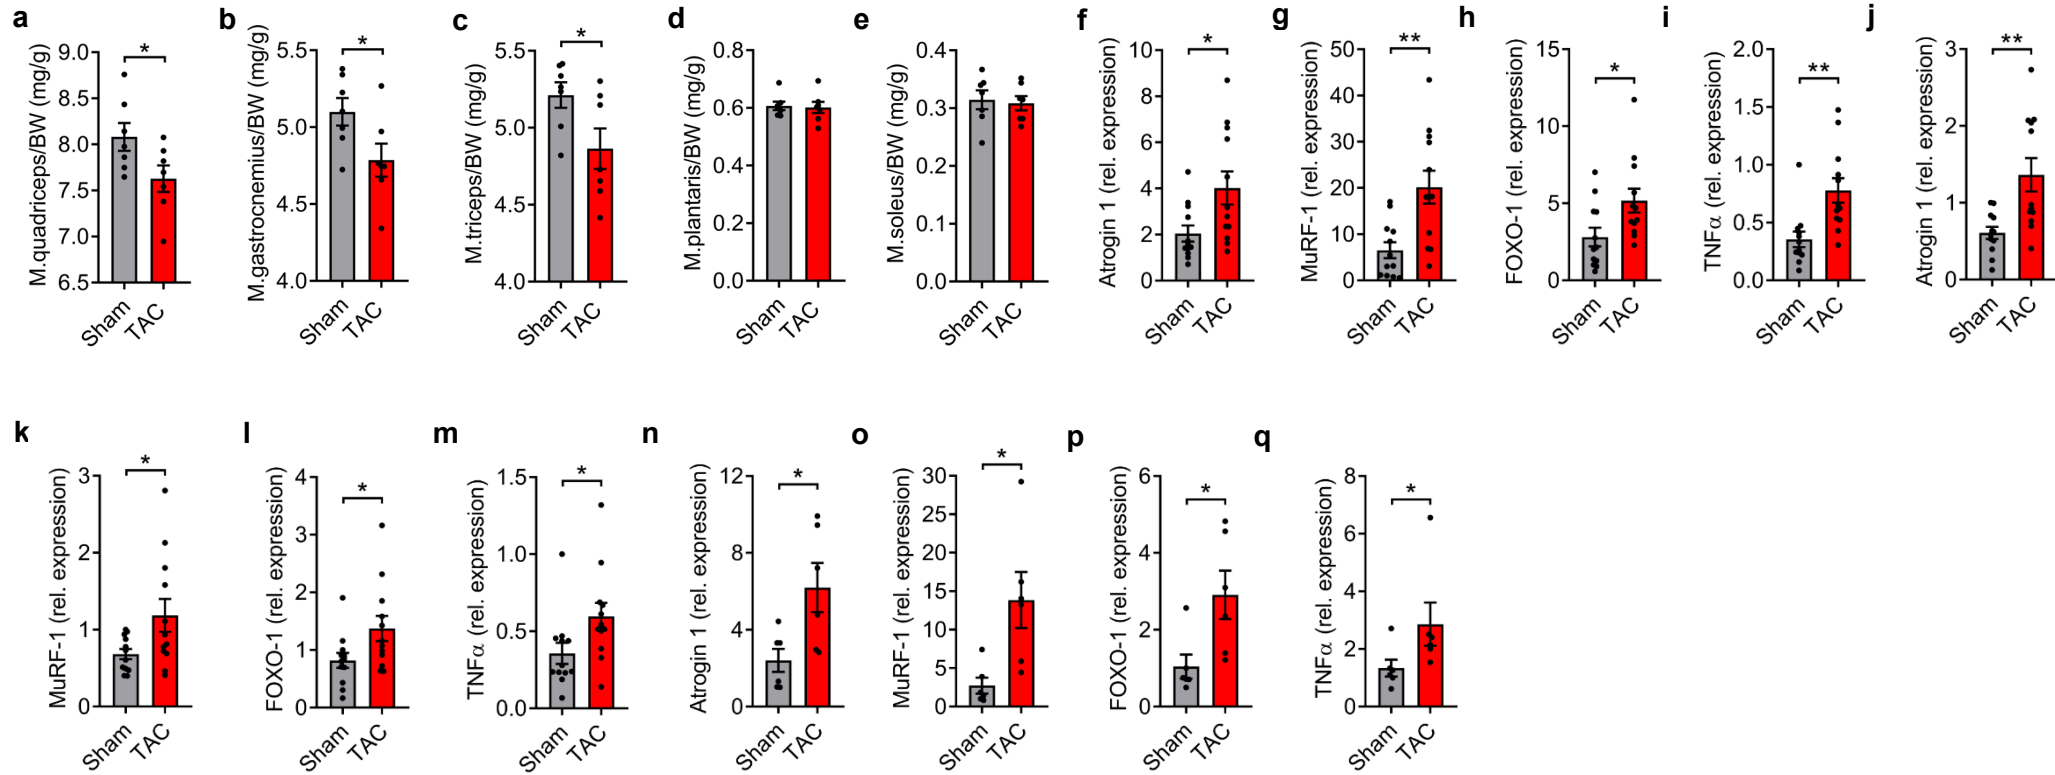

**Supplementary Figure 1. Muscle weight normalized to body weight and expression of atrophy and inflammation related genes in skeletal muscle after 12 weeks of TAC. (a-e)** Muscle weights of the indicated muscles normalized to body weight (BW) 12 weeks after sham or TAC surgery (n=7 sham and n=7 TAC), \*p=0.0496 (a), \*p=0.0435 (b), \*p=0.0452 (c). **(f-q)** mRNA expression of the indicated genes as determined by qPCR from gastrocnemius muscle (f-i), quadriceps muscle (j-m) and triceps brachii muscle (n-q) 12 weeks after sham or TAC surgery (sham n=12, TAC n=12; except for triceps brachii n=6 for sham and n=6 for TAC), \*p=0.021 (f), \*\*p=0.0023 (g), \*p=0.0257 (h), \*\*p=0.0027 (i), \*\*p=0.0035 (j), \*p=0.0344 (k), \*p=0.0414 (l), \*p=0.0115 (m), \*p=0.0231 (n), \*p=0.0146 (o), \*p=0.0242 (p), \*p=0.0411 (q). Data in bar graphs are shown as mean  $\pm$  standard error of the mean (SEM). \*p<0.05, \*\*p<0.01 as determined by two-tailed Mann–Whitney test (for m and q) or two-tailed Student's *t*-test (all other numerical data containing panels). Source data are provided as a source data file.

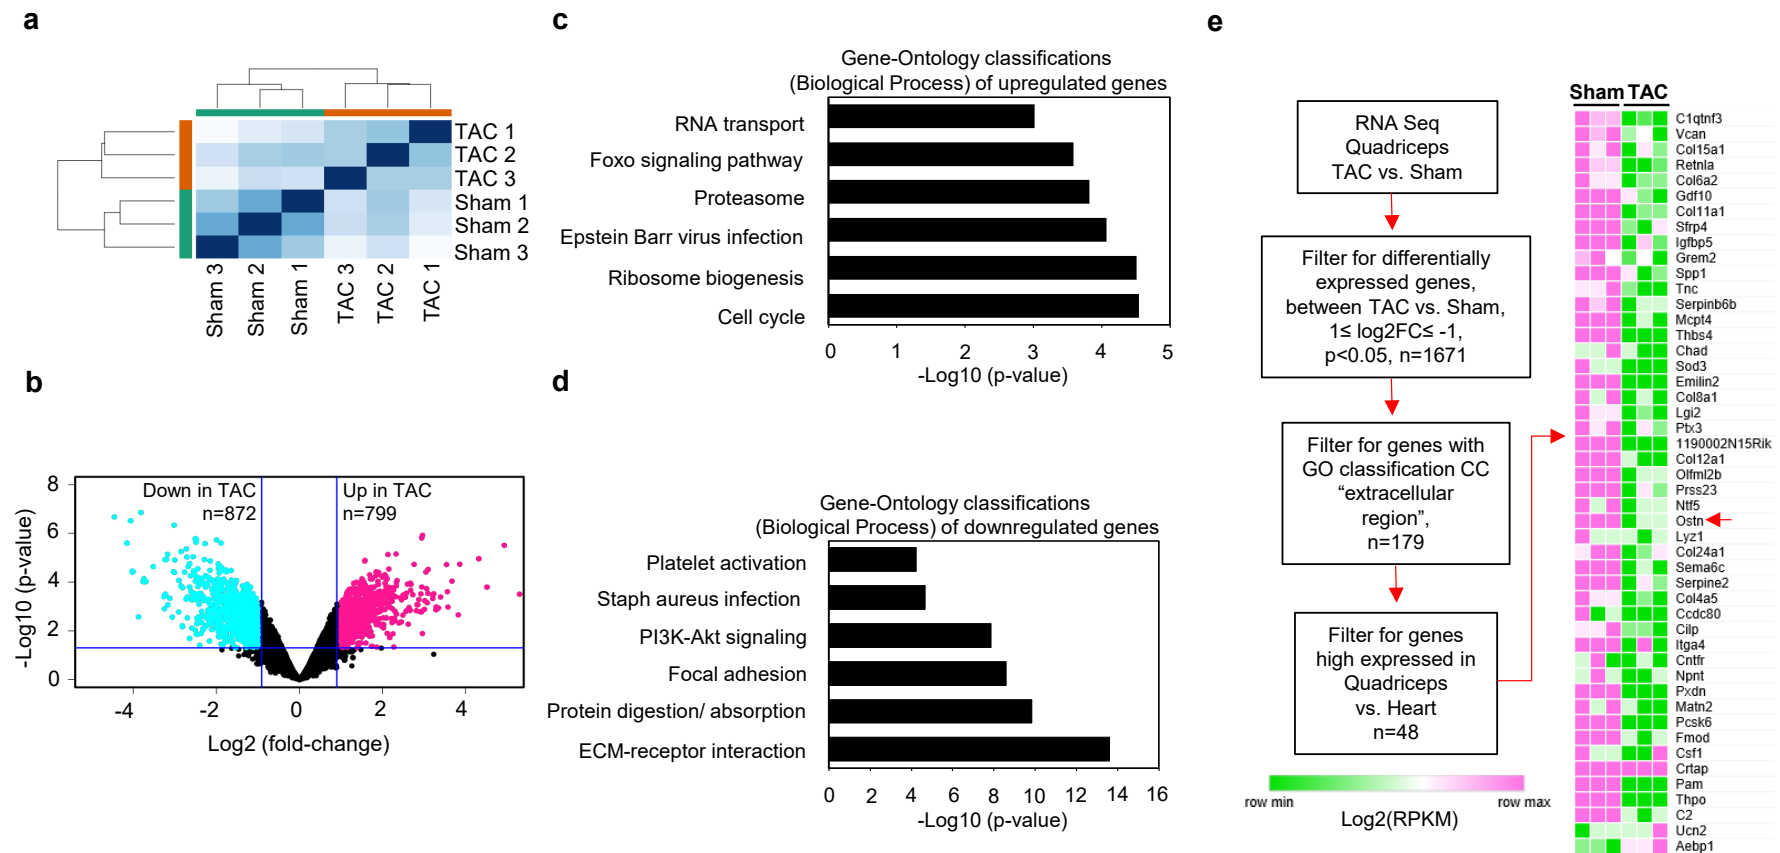

**Supplementary Figure 2. Extended results of the RNA Sequencing analysis.** (a) Heat map and hierarchical clustering of normalized mapped reads of the RNA sequencing analysis from quadriceps muscles 12 weeks after sham versus TAC (transverse aortic constriction) surgery. (b) Volcano plot of the analysis described in (a) with genes significantly up- or downregulated during TAC by at least two-fold. Significance and p-values were calculated by the Wald test. (c-d) Gene-Ontology (Biological Process) analysis showing the top six functional categories among upregulated (c) or downregulated gene (d) after TAC. P-values were calculated by modified Fishers exact test. (e) Flow chart and heat map demonstrating the identification procedure and the identity of significantly dysregulated skeletal muscle enriched genes encoding for secreted factors from the RNA sequencing (RNA Seq) experiment.

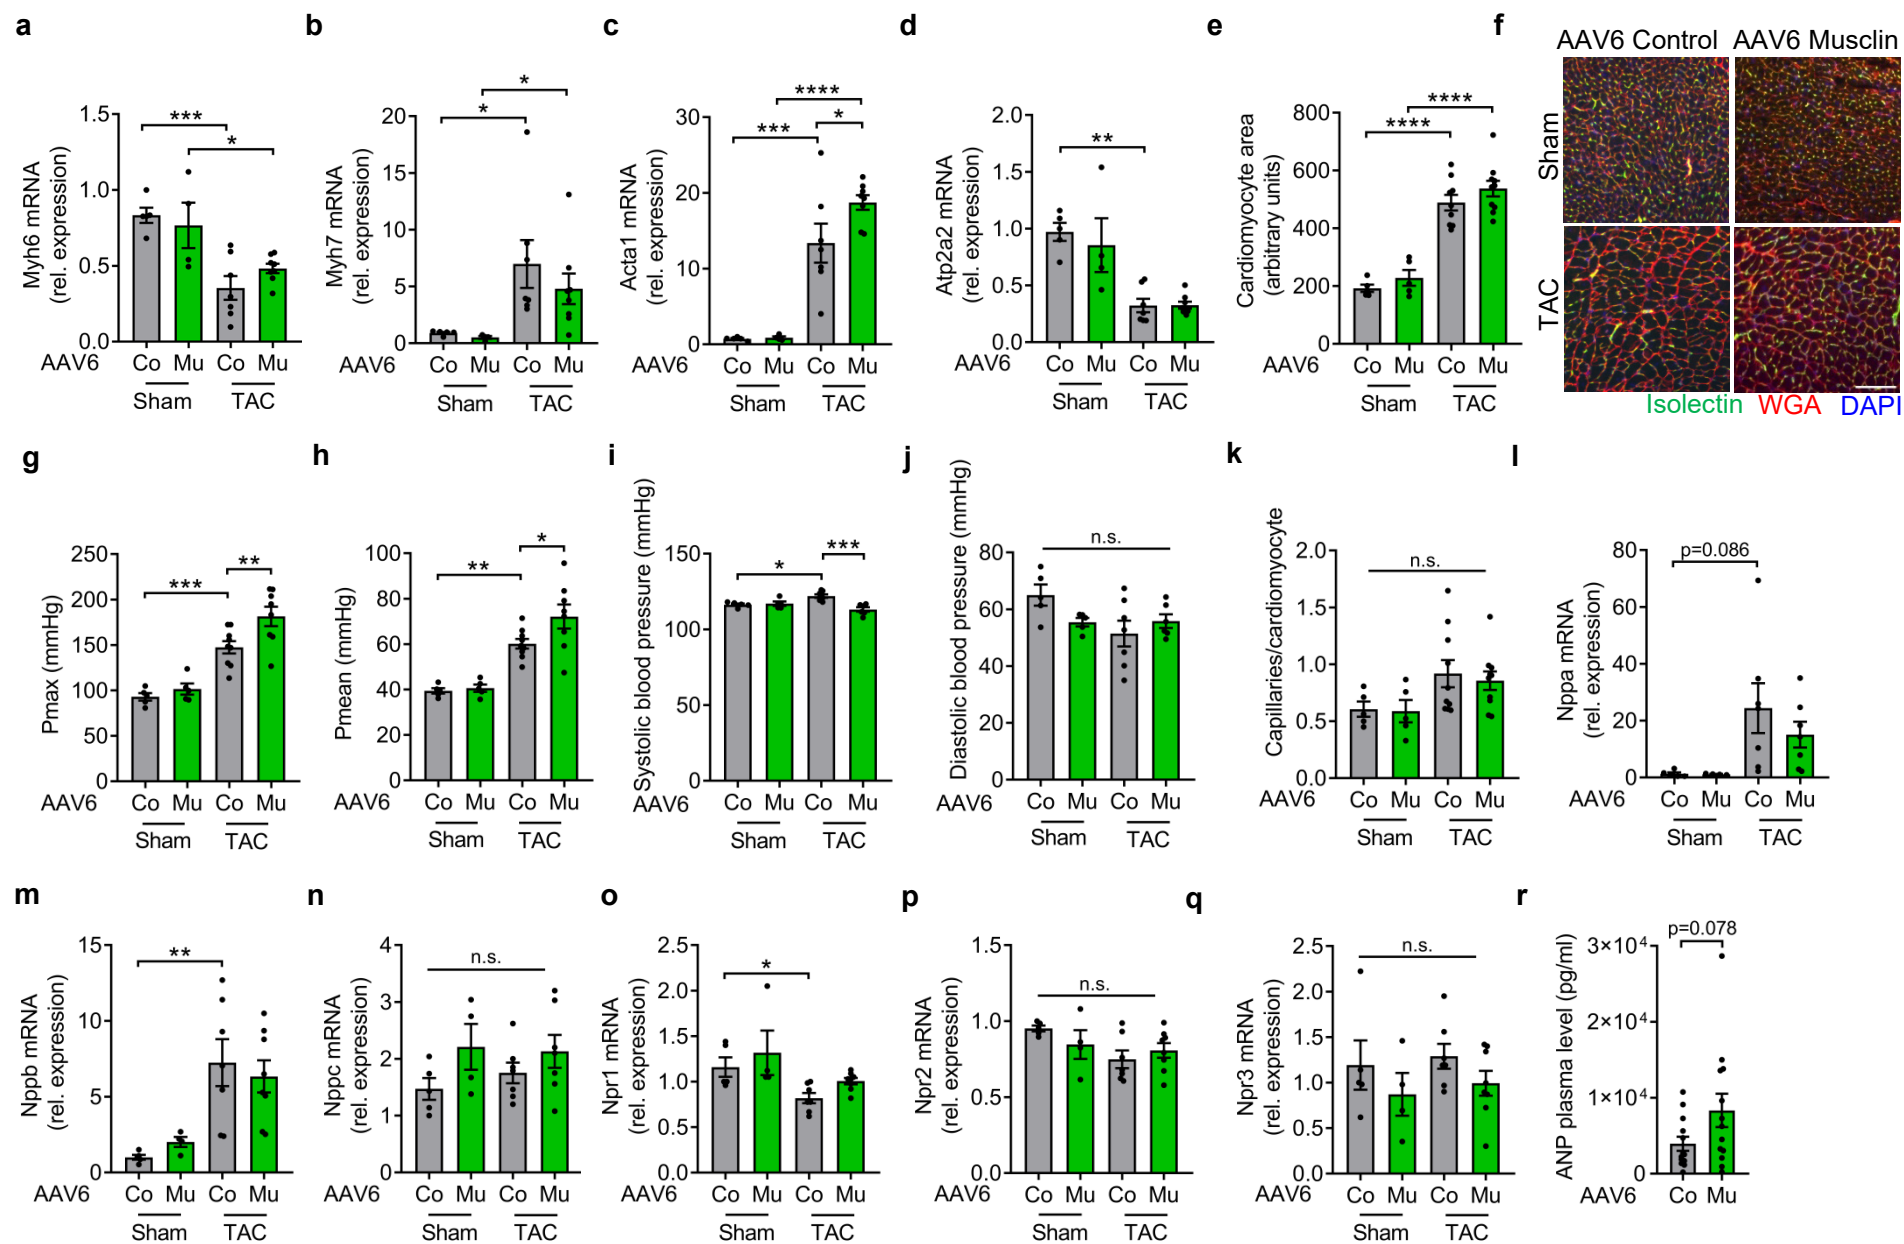

**Supplementary Figure 3. Extended results of morphometric and gene-expression analysis in the experimental groups of AAV6 control (Co) versus AAV6 Musclin (Mu) after sham or TAC surgery. (a-d)** qPCR analysis to measure cardiac mRNA levels of indicated hypertrophic marker genes from mice 9 weeks after TAC or sham surgery and treatment with AAV6 Control (Co) or AAV6 Musclin (Mu) (sham AAV6 Co n=5, sham AAV6 Mu n=4, TAC AAV6 Co n=7, TAC AAV6 Mu n=8), \*\*\*p=0.0003 for AAV6 Co sham vs. TAC and \*p=0.0167 for AAV6 Mu sham vs. TAC (a), \*p=0.0164 for AAV6 Co sham vs. TAC and \*p=0.0122 for AAV6 Mu sham vs. TAC (b), \*\*\*p=0.0001, \*\*\*\*p<0.0001, \*p=0.038 (c), \*\*p=0.0025 (d). **(e)** Cardiomyocyte cross-sectional area (sham n=5/group, TAC AAV6 Co n=9, TAC AAV6 Mu n=10, \*\*\*\*p<0.0001) and representative immunofluorescence pictures **(f)** stained for Isolectin B4 (to label capillaries) and for WGA (to label cardiomyocyte membranes) used to quantify cardiomyocyte cross-sectional area and capillary density in hearts of the mice described in (a-d). Scale bar: 100µm. **(g)** Systolic maximal, \*\*\*p=0.0003 and \*\*p=0.0038 and mean, \*\*p=0.0011 and \*p=0.0137 **(h)** left ventricular pressure determined by Millar catheter in the indicated mice (sham n=5/group, TAC AAV6 Co n=9, TAC AAV6 Mu n=8). **(i)** Systolic (\*p=0.012, \*\*\*p=0.0001) and diastolic **(j)** blood pressure measured by the tail-cuff method in the indicated mice (sham n=5/group, TAC AAV6 Co n=7, TAC AAV6 Mu n=6). **(k)** Capillaries per cardiomyocytes in AAV6 Co versus AAV6 Mu treated mice after sham or TAC surgery (sham n=5/group, TAC n=10/group). **(l-n)** Myocardial mRNA levels of the indicated natriuretic peptides genes (sham AAV6 Co n=5, sham AAV6 Mu n=4, TAC AAV6 Co n=7, TAC AAV6 Mu n=8 except Nppa/Nppc mRNA expression n=7), \*\*p=0.0084 (m). **(o-q)** Myocardial mRNA levels of the indicated natriuretic peptide receptor genes (sham AAV6 Co n=5, sham AAV6 Mu n=4, TAC AAV6 Co n=7, TAC AAV6 Mu n=8), \*p=0.0474 (o). **(r)** ANP plasma levels in the indicated mice (n=13). Data in bar graphs are shown as mean ± standard error of the mean (SEM). \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001 determined by two-tailed Student's *t*-test (r), by Kruskal-Wallis test with Dunn's multiple comparisons test (b, d, o) or one-way ANOVA followed by the Holms-Sidak's multiple comparisons test (other bar graphs). N.s. denotes "not significant". Source data are provided as a source data file.

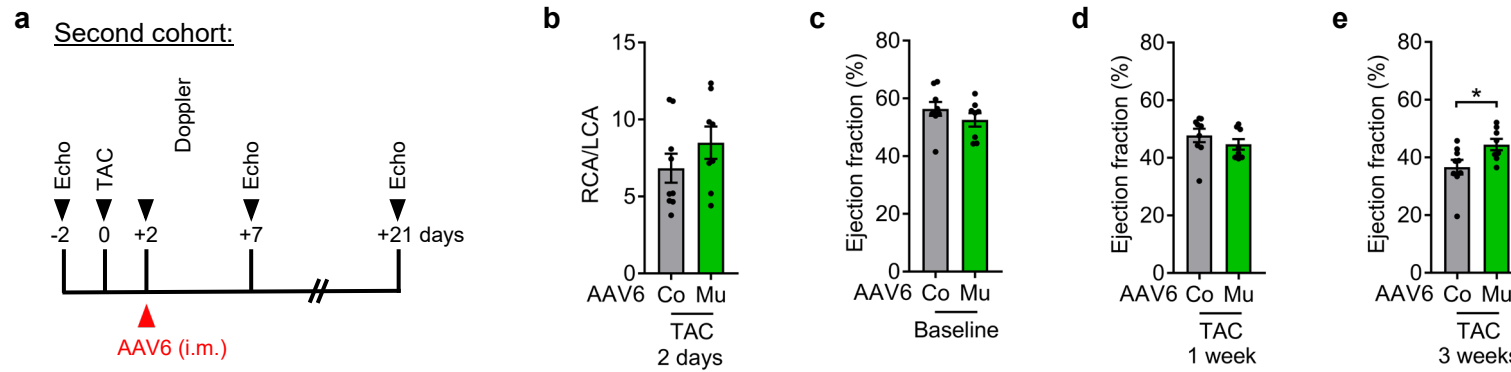

**Supplementary Figure 4. Results from the second cohort of mice treated with AAV6 control (Co) versus AAV6 Musclin (Mu) after TAC surgery for 3 weeks (with Doppler examinations and a time course of echocardiographic assessment).** (a) Scheme depicting the experimental time line. (b) Quantification of Doppler flow velocity ratio of the right common carotid artery (RCA) to left common carotid artery (LCA) 2 days after TAC surgery (for all panels: AAV6-Co n=9, AAV6-Mu n=8). (c-e) Echocardiographic determination of ejection fraction in the indicated mice 2 days before TAC surgery (Baseline) (c), as well as 1 week (d) and 3 weeks after TAC surgery, \*p=0.0309 (e). Data in bar graphs are shown as mean  $\pm$  standard error of the mean (SEM). \*p<0.05 determined by two tailed Student's *t*-test. Source data are provided as a source data file.

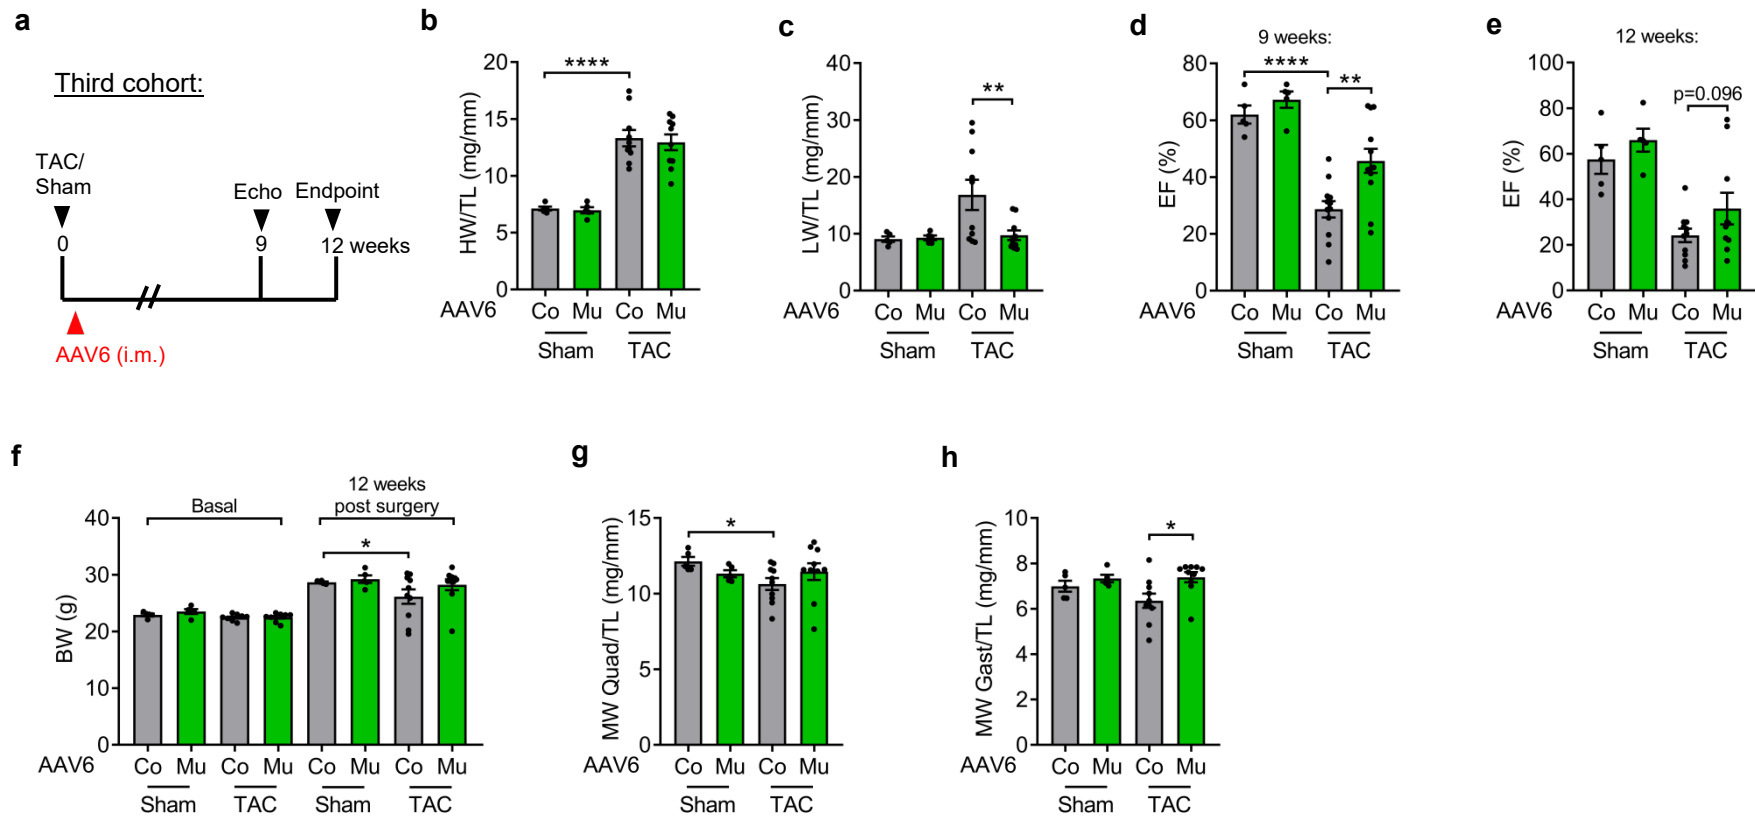

**Supplementary Figure 5. Results from the third cohort of mice treated with AAV6 control (Co) versus AAV6 Musclin (Mu) after sham or TAC surgery for 12 weeks (with more morphometric assessments).** (a) Scheme depicting the experimental time line. (b-e) Quantification of heart weight/tibia length (HW/TL) ratio (b) (sham n=5/group, TAC n=10/group, \*\*\*\*p<0.0001), lung weight/tibia length (LW/TL) ratio (c) (sham n=5/group, TAC n=10/group, \*\*p=0.0052), and left ventricular ejection fraction 9 weeks (d) (sham n=5/group, TAC n=12/group, \*\*\*\*p<0.0001, \*\*p=0.001), and 12 weeks (e) (sham n=5/group, TAC AAV6 Co n=11, TAC AAV6 Mu n=10), after TAC or sham surgery in mice treated with AAV6 control (Co) or AAV6 Musclin (Mu) vector. (f) Bodyweight in mice treated as indicated before surgery and 12 weeks after surgery (sham n=5/group, TAC n=10/group, \*p=0.0396). (g-h) Quantification of quadriceps muscle weight/tibia length (MW Quad/TL) (g), \*p=0.0471 and gastrocnemius muscle/tibia length (MW Gast/TL), \*p=0.0206 (h) at the end of the experiment 12 weeks after sham or TAC surgery (sham n=5/group, TAC n=10/group). Data in bar graphs are shown as mean  $\pm$  standard error of the mean (SEM). \*p<0.05, \*\*p<0.01, \*\*\*\*p<0.0001 determined by one-way ANOVA followed by the Holms-Sidak's multiple comparisons test. Source data are provided as a source data file.

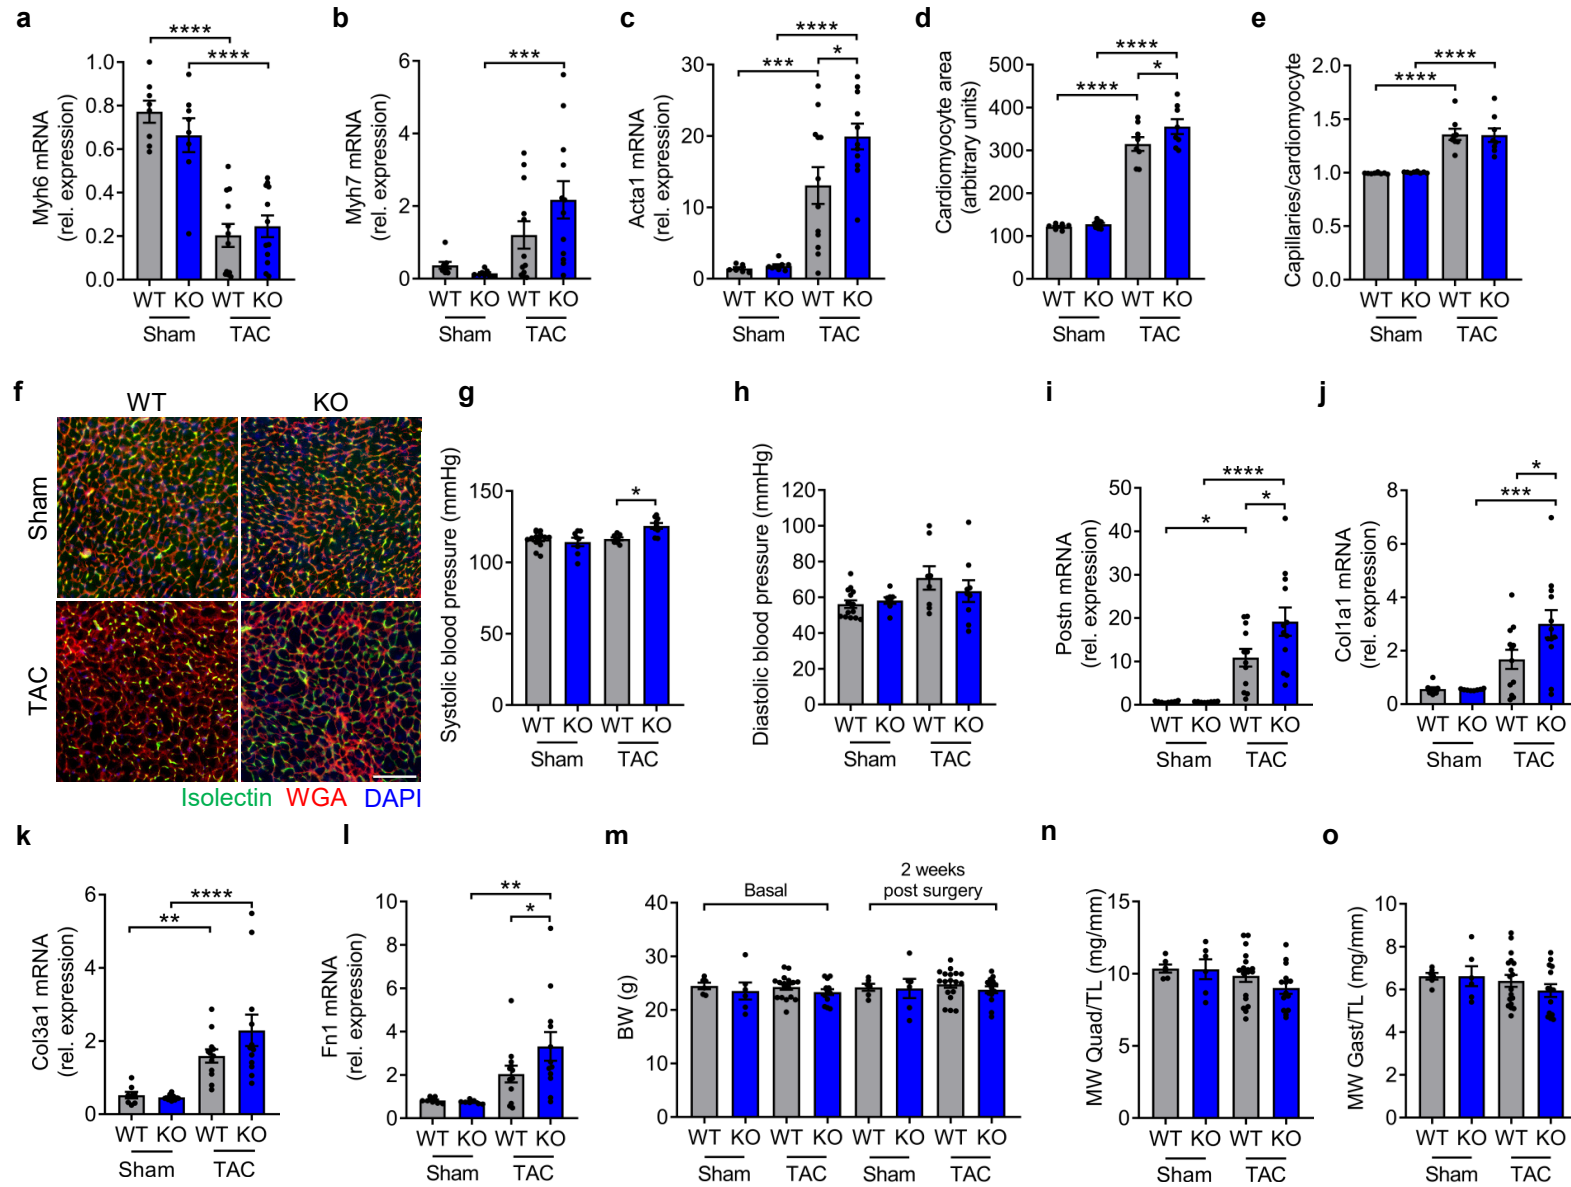

**Supplementary Figure 6. Extended results of morphometric and gene-expression analysis in control (WT) versus Musclin knock-out (KO) mice after sham or transverse aortic constriction (TAC) surgery.** (a-c) qPCR analysis to measure cardiac mRNA levels of indicated hypertrophic marker genes from the indicated mice 2 weeks after sham or TAC surgery (sham n=8/group, TAC n=12/group except Acta1 mRNA expression TAC KO n=11), \*\*\*\*p<0.0001 (a), \*\*\*p=0.0002 (b), \*\*\*p=0.0003, \*p=0.01 and \*\*\*\*p<0.0001 (c). (d) Cardiomyocyte cross-sectional area (n=8/group), myocardial capillary density (n=8/group), \*\*\*\*p<0.0001, \*p=0.0468 (e) and representative immunofluorescence pictures (f) stained for Isolectin B4 (to label capillaries) and for WGA (to label cardiomyocyte membranes) used to quantify both parameters. Scale bar: 100µm (g) Systolic and diastolic (h) blood pressure measured by the tail-cuff method in the indicated mice (sham WT n=14, sham KO n=8, TAC WT n=8, TAC KO n=9, \*p=0.01). (i-l) qPCR analysis to measure myocardial mRNA levels of the indicated fibrosis related genes from the indicated mice 2 weeks after sham or TAC surgery (sham n=8/group, TAC n=12/group), \*p=0.0138 for WT mice sham vs. TAC, \*\*\*\*p<0.0001 for KO mice sham vs. TAC and \*p=0.0179 for WT vs. KO mice after TAC (i), \*\*\*p=0.0004 and \*p=0.0416 (j), \*\*p=0.0023 and \*\*\*\*p<0.0001 (k), \*p=0.0414 and \*\*p=0.001(l). (m) Bodyweight of the indicated mice before surgery and 2 weeks after surgery (sham n=6/group, TAC WT n=18, TAC KO n=14). (n-o) Quantification of quadriceps muscle weight/tibia length (MW Quad/TL) (g) and gastrocnemius muscle/tibia length (MW Gast/TL) (h) at the end of the experiment 2 weeks after sham or TAC surgery (sham n=6/group, TAC WT n=18, TAC KO n=14). Data in bar graphs are shown as mean ± standard error of the mean (SEM). \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001 determined by Kruskal-Wallis test with Dunn's multiple comparisons test (b and k) or by one-way ANOVA followed by the Holms-Sidak's multiple comparisons test (all other panels). Source data are provided as a source data file.

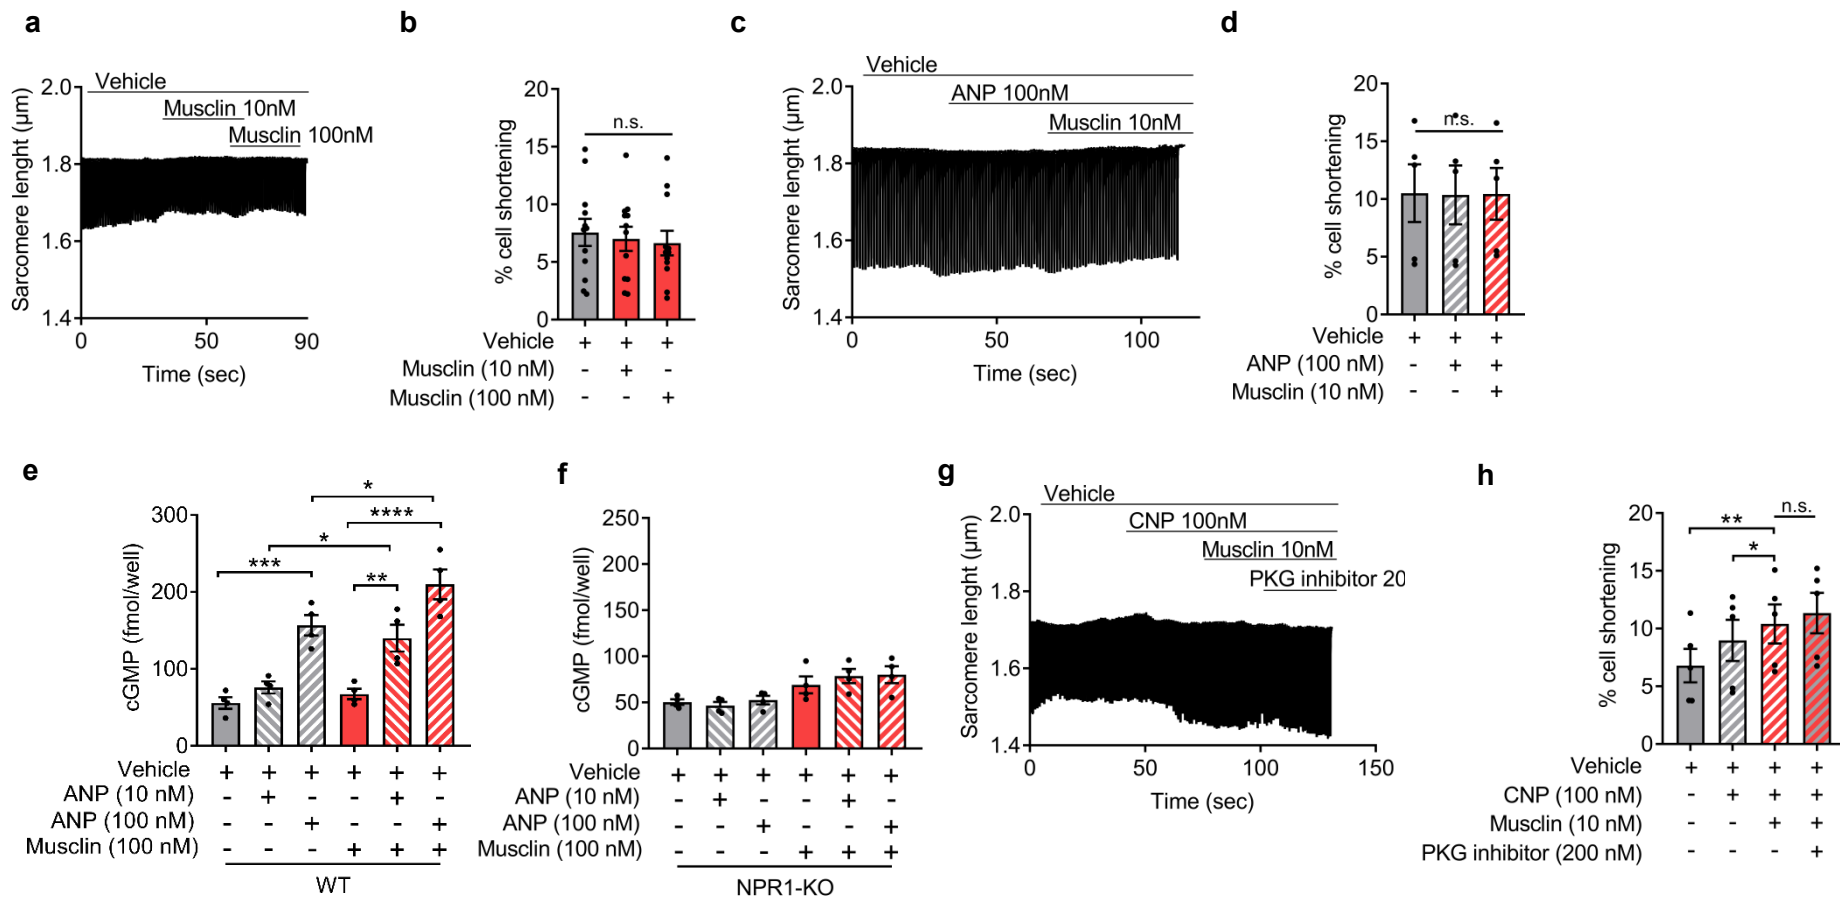

**Supplementary Figure 7. Extended results of cardiomyocyte contractility and cGMP measurements. (a-b)** Representative traces of sarcomere length (a) and quantification of cell shortening (from traces as shown in a) in isolated wild-type mouse cardiomyocytes treated with recombinant Musclin as indicated (n=12 cardiomyocytes per condition). **(c)** Representative sarcomere length and quantification of cell shortening **(d)** of wild-type mouse cardiomyocytes treated with recombinant ANP and Musclin as shown (n=5/condition). **(e-f)** ELISA based cGMP measurements in cardiomyocytes from wild-type WT, \*\*\*p=0.0002, \*p=0.0112 (ANP 10nM without vs. with Musclin), \*\*p=0.0049, \*p=0.0299 (ANP10nM without vs. with Musclin), \*\*\*\*p<0.0001 (e), and cardiomyocyte specific Npr1 knock-out (KO) mice (f) (n=4 per condition). **(g-h)** Representative sarcomere length (g) and quantification of cardiomyocyte shortening (h) after treatment with recombinant CNP and Musclin as well as the PKG inhibitor DT3 as indicated (n=5 per condition, \*\*p=0.002 and \*p=0.0453). Data in bar graphs are shown as mean ± standard error of the mean (SEM). \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001 determined by one-way ANOVA followed by the Holms-Sidak's multiple comparisons test. N.s. denotes "not significant". Source data are provided as a source data file.

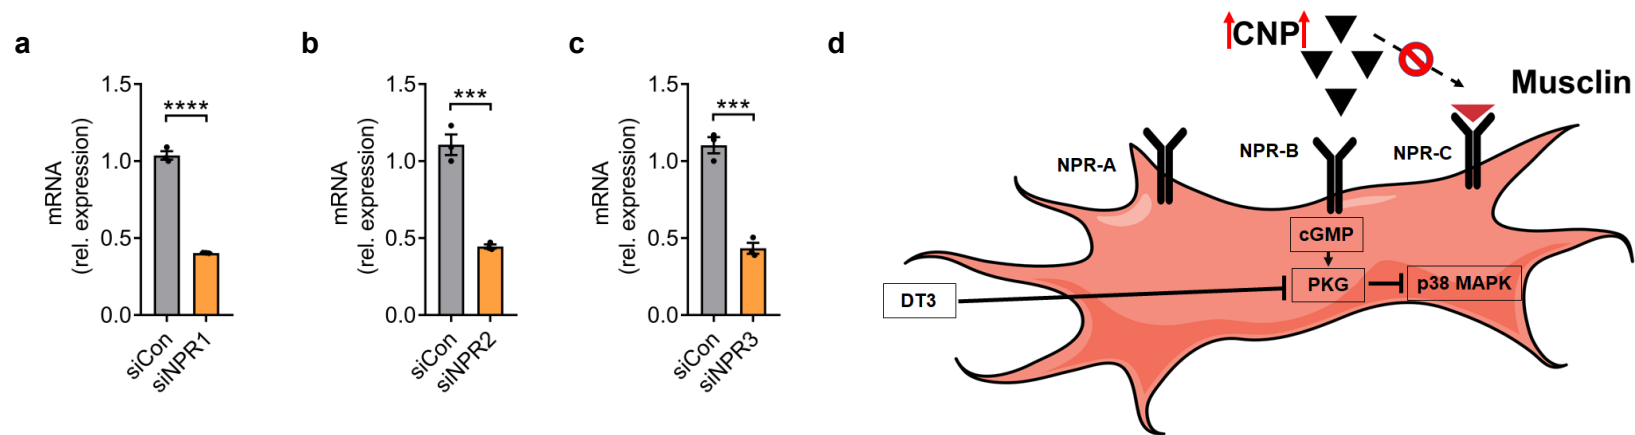

**Supplementary Figure 8. Extended results of fibroblast activation assays. (a-c)** qPCR analysis of mRNA expression of the indicated genes in cardiac fibroblasts (n=3), \*\*\*\*p<0.0001 (a), \*\*\*p=0.0006 (b) and \*\*\*p=0.0005 (c). **(d)** Scheme depicting the proposed mechanism of Musclin effects in cardiac fibroblasts. Data in bar graphs are shown as mean  $\pm$  standard error of the mean (SEM). \*\*\*p<0.001, \*\*\*\*p<0.0001 determined by two-tailed Student's *t*-test. Source data are provided as a source data file.

**Supplementary Table 1:**

Echocardiographic data after intramuscular AAV6-control (Co) or AAV6-Musclin (Mu) treatment and after Sham or TAC surgery as mean  $\pm$  SEM.

|                               | Time after Surgery | AAV-Co<br>N=5  | AAV-Mu<br>N=5   | AAV-Co<br>N=17                           | AAV-Mu<br>N=15                                         |
|-------------------------------|--------------------|----------------|-----------------|------------------------------------------|--------------------------------------------------------|
| Ejection fraction [%]         | 3 weeks            | 65.1 $\pm$ 2.2 | 66.13 $\pm$ 1.9 | 33.1 $\pm$ 2.9 <sup>##</sup> , p=0.0015  | 42.9 $\pm$ 3.9 <sup>####</sup> p<0.0001,*p=0.0293      |
| LVEDA [mm]                    |                    | 10.8 $\pm$ 0.5 | 10 $\pm$ 0.5    | 13.7 $\pm$ 1                             | 13.2 $\pm$ 0.9                                         |
| Wall thickness [mm]           |                    | 0.6 $\pm$ 0.02 | 0.7 $\pm$ 0.04  | 0.9 $\pm$ 0.04 <sup>####</sup> p<0.0001  | 0.9 $\pm$ 0.03 <sup>#</sup> p=0.0112                   |
| Heart rate [beats per minute] |                    | 571 $\pm$ 17   | 577 $\pm$ 9     | 553 $\pm$ 10                             | 570 $\pm$ 7                                            |
|                               | Time after Surgery | AAV-Co<br>N=5  | AAV-Mu<br>N=5   | AAV-Co<br>N=7                            | AAV-Mu<br>N=6                                          |
| Ejection fraction [%]         | 6 weeks            | 68.7 $\pm$ 2.1 | 67.7 $\pm$ 4.2  | 22.71 $\pm$ 3.4 <sup>####</sup> p<0.0001 | 39.4 $\pm$ 3.8 <sup>####</sup> p<0.0001,<br>**p=0.0021 |
| LVEDA [mm]                    |                    | 10.5 $\pm$ 0.6 | 10.1 $\pm$ 0.5  | 17.8 $\pm$ 2.3 <sup>#</sup> p=0.0207     | 15.2 $\pm$ 1.8                                         |
| Wall thickness [mm]           |                    | 0.6 $\pm$ 0.01 | 0.7 $\pm$ 0.03  | 0.99 $\pm$ 0.05 <sup>####</sup> p<0.0001 | 0.82 $\pm$ 0.03 <sup>#</sup> p=0.0168,**p=0.0059       |
| Heart rate [beats per minute] |                    | 553 $\pm$ 14   | 574 $\pm$ 10    | 535 $\pm$ 20                             | 546 $\pm$ 17                                           |
|                               | Time after Surgery | AAV-Co<br>N=5  | AAV-Mu<br>N=5   | AAV-Co<br>N=7                            | AAV-Mu<br>N=6                                          |
| Ejection fraction [%]         | 9 weeks            | 69.2 $\pm$ 1.6 | 65.7 $\pm$ 4    | 20.5 $\pm$ 4.9 <sup>####</sup> p<0.0001  | 38.4 $\pm$ 4.4 <sup>####</sup> p=0.0006,**p=0.0051     |
| LVEDA [mm]                    |                    | 10.8 $\pm$ 0.6 | 10.4 $\pm$ 0.6  | 19.2 $\pm$ 2.4 <sup>#</sup> p=0.0112     | 16.1 $\pm$ 2.2                                         |

|                                      |  |           |           |                                  |                                  |
|--------------------------------------|--|-----------|-----------|----------------------------------|----------------------------------|
| <b>Wall thickness [mm]</b>           |  | 0.65±0.01 | 0.67±0.04 | 0.95±0.07 <sup>###p=0.0032</sup> | 0.94±0.05 <sup>###p=0.0036</sup> |
| <b>Heart rate [beats per minute]</b> |  | 528±5.4   | 543±12    | 563±19.5                         | 569±12                           |

LVEDA denotes left ventricular enddiastolic area.

#p<0.05, ##p<0.01, ####p<0.0001 vs. the Sham group of the same AAV treatment.

\*p<0.05, \*\*p<0.01 vs. AAV-Co TAC; p value was determined by one-way ANOVA followed by the Holms-Sidak's multiple comparisons test.

Source data are provided as a source data file.

**Supplementary Table 2:**

Echocardiographic data in control (WT) and skeletal muscle specific Musclin knock-out (KO) mice 2 weeks after Sham or TAC surgery as mean  $\pm$  SEM.

|                                      | <b>WT Sham<br/>N=6</b> | <b>KO Sham<br/>N=6</b> | <b>WT TAC<br/>N=18</b>             | <b>KO TAC<br/>N=14</b>                            |
|--------------------------------------|------------------------|------------------------|------------------------------------|---------------------------------------------------|
| <b>Ejection fraction [%]</b>         | 62 $\pm$ 5             | 65.4 $\pm$ 4           | 40.4 $\pm$ 3 <sup>##p=0.0018</sup> | 30 $\pm$ 2.9 <sup>####p&lt;0.0001,*p=0.0445</sup> |
| <b>LVEDA [mm]</b>                    | 11.1 $\pm$ 1           | 10.6 $\pm$ 0.4         | 13.2 $\pm$ 0.7                     | 12 $\pm$ 0.7                                      |
| <b>Wall thickness [mm]</b>           | 0.6 $\pm$ 0.04         | 0.6 $\pm$ 0.03         | 0.8 $\pm$ 0.03                     | 0.8 $\pm$ 0.03                                    |
| <b>Heart rate [beats per minute]</b> | 548 $\pm$ 8            | 567 $\pm$ 18           | 551 $\pm$ 10                       | 561 $\pm$ 14                                      |

LVEDA denotes left ventricular enddiastolic area.

<sup>##</sup>p<0.01, <sup>####</sup>p<0.0001 vs. the Sham group of the same genotype

<sup>\*</sup>p<0.05 vs WT TAC; p value was determined by one-way ANOVA followed by the Holms-Sidak's multiple comparisons test.

Source data are provided as a source data file.

**Supplementary Table 3: qPCR Primers**

| Gene        | Sequence 5' - 3'         | Species |
|-------------|--------------------------|---------|
| Npr1-fwd    | AAGAGACGATGGGCAGGATA     | Mouse   |
| Npr1-rev    | CCATCCTCCATGGTGAAGTT     |         |
| Npr1-fwd    | AAAGATGCCCCGATACTGCC     | Rat     |
| Npr1-rev    | CATTTCCACATCCCCTCGGA     |         |
| Npr2-fwd    | ATACCGAGAACCCCCAAATC     | Mouse   |
| Npr2-rev    | TCTTCGTCCCTGCATCTTCT     |         |
| Npr2-fwd    | TTGGGGATGCCTACATGGTG     | Rat     |
| Npr2-rev    | TGCGTAACCTTAGCTGGTCG     |         |
| Npr3-fwd    | ACACGGAATACTCGCACCTC     | Mouse   |
| Npr3-rev    | TGATTCTCCGAATGGTGTCA     |         |
| Npr3-fwd    | TGGAAAAGAAGGCCGGTTCA     | Rat     |
| Npr3-rev    | TAGGGCCCCCACAACAATTC     |         |
| Myh6-fwd    | ACTGTGGTGCCTCGTTCC       | Mouse   |
| Myh6-rev    | GCCTCTAGGCGTTCTTCTC      |         |
| Myh7-fwd    | AGGCAAGGCAAAGAAAGGCTCATC | Mouse   |
| Myh7-rev    | GCGTGGAGCGCAAGTTTGTCTATA |         |
| Acta1-fwd   | GCCAGAGTCAGAGCAGCAGAACTA | Mouse   |
| Acta1-rev   | CAGAGCCGTTGTCTACACACAAGA |         |
| Nppa-rev    | TGACACACCACAAGGGCTTAGGAT |         |
| Nppb-fwd    | CTCAAGCTGCTTTGGGCACAAGAT | Mouse   |
| Nppb-rev    | AGCCAGGAGGTCTTCTTACAACAA |         |
| Nppc-fwd    | GCTGGTTCCTGACCAAAAAG     | Mouse   |
| Nppc-rev    | CAGATGGCTTGTCCAGATCA     |         |
| Col1a1-fwd  | GACTGGCAACCTCAAGAAGG     | Mouse   |
| Col1a1-rev  | GGCCAATGTCTAGTCCGAAT     |         |
| Col3a1- fwd | ATAAGCCCTGATGGTTCTCG     | Mouse   |
| Col3a1-rev  | ATGCATGTTTCCCCAGTTTC     |         |
| Fn1-fwd     | TGACAACCTGCCGTAGACCTG    | Mouse   |
| Fn1-rev     | ATCTAGCGGCATGAAGCACT     |         |
| Gapdh-fwd   | ACCCAGAAGACTGTGGATGG     | Mouse   |
| Gapdh-rev   | CACATTGGGGGTAGGAACAC     |         |
| Gapdh-fwd   | TCGACAGTCAGCCGCATCTTCTTT | Human   |
| Gapdh-rev   | ACCAAATCCGTTGACTCCGACCTT |         |
| Ostn-fwd    | TGGACTGGAGATTGGCAAGT     | Mouse   |
| Ostn-rev    | CAGATCATCAAGACGCAGGA     |         |
| Ostn-fwd    | TTCTCTGGTTTTGGGTCTCCC    | Human   |
| Ostn-rev    | GCCTCTGGAATTTGAAAGCCG    |         |
| Postn-fwd   | ACCAGCCAACAAAAGGGTTC     | Mouse   |
| Postn-rev   | TGCTTGAAGATTGGCTTCTG     |         |
| Atp2a2-fwd  | ACGTGCCTGGTGGAGAAGATGAAT | Mouse   |
| Atp2a2-rev  | ATCTTGCTCATGGATGTCCGGCTT |         |

| Gene              | Sequence 5' - 3'        | Species |
|-------------------|-------------------------|---------|
| TNF $\alpha$ -fwd | CGAGTGACAAGCCTGTAGCC    | Mouse   |
| TNF $\alpha$ -rev | CCTTGTCCCTTGAAGAGAACC   |         |
| Atrogin 1-fwd     | TACTAAGGAGCGCCATGGATACT | Mouse   |
| Atrogin 1-rev     | GTTGAATCTTCTGGAATCCAGGA |         |
| MuRF-1-fwd        | GTGTGAGGTGCCTACTTGCT    | Mouse   |
| MuRF-1-rev        | ACTCAGCTCCTCCTTCACCT    |         |
| FOXO-1-fwd        | TCAAGGATAAGGGCGACAGC    | Mouse   |
| FOXO-1-rev        | TGTCCATGGACGCAGCTCTT    |         |

**Supplementary Table 4:** siRNA sequences

| siRNA                                | Sequence 5' - 3'                                                                         | Species |
|--------------------------------------|------------------------------------------------------------------------------------------|---------|
| ON-TARGET plus SMARTpool siRNA, Npr1 | GCAUUGAGUUGACACGAAA<br>GGCUAAAGAUGCCCCGAUA<br>GAAACGUGUGAACCGGAAA<br>CUAGAUUGGGACAGCGAUU | Rat     |
| ON-TARGET plus SMARTpool siRNA, Npr2 | CCAGCUAAGGUUACGCAUA<br>CACCAGAAAUUGCUCGAAU<br>CGUGGUGGAUAGUCGAUUU<br>CUGGCUAGCUUCCGAUCAA | Rat     |
| ON-TARGET plus SMARTpool siRNA, Npr3 | GCUCUACAGCGACGACAAA<br>CAACAUUGGGAAACAUCGA<br>GGAAAAGAAGGCCGGUUCA<br>AGCACAAGGACACGGAGUA | Rat     |

How the deposited data were processed for this re-analysis (not part of the article)

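RNA sequencing data of 9 libraries were used: 3 of sham heart, 3 of sham quadriceps and 3 of TAC quadriceps, taken 12 weeks after surgery. The mice were 8 weeks old at surgery by the sample labels and 8 to 10 weeks by the paper. The authors trimmed the reads with Trim Galore!, aligned them with STAR to mm10 and deposited raw counts per RefSeq transcript, made with Rsubread. The authors also deposited RPKM values, which are the counts divided by the transcript length and by the library's total count. The log2 fold changes, the F scores and the p-values in both tables are the authors' deposited edgeR results, and they are named as such where they are given. The table of TAC against sham quadriceps holds 587 secreted-protein genes, with 1 transcript each, and the table of sham quadriceps against sham heart holds 35745 transcripts. A column of the TAC table carries the number 4 where the sample labels run to 3, so that library's counts were used as a replicate of TAC quadriceps with no pairing. The number of columns of single libraries left unused is 1, the RPKM column of that library.

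Counts were tested with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood test with Benjamini-Hochberg adjustment, on transcripts with more than 5 counts in at least 2 libraries and after TMM normalization. This gave 586 genes in the TAC comparison and 24280 transcripts in the heart comparison. Since the TAC table holds a selected part of each library, its TMM factors and normalized counts refer to the listed genes, and normalized counts are the counts divided by each library's TMM-scaled size relative to the mean of the 6. The other scalings of the TAC comparison, 2 in number, were added after the data were seen. The first adds to TMM the difference between the authors' fold changes and those with TMM, which is -0.510 on the log2 scale (SD 0.012 over 448 transcripts). It takes its level from the authors' results, so its agreement with them is no confirmation. The second divides by the library totals recovered from the RPKM values, for the 5 libraries whose RPKM column was used. Library totals, then of all 6 libraries, had for a time replaced TMM as the main scaling. The fall of Ostn was then larger, and its p-value smaller, than with TMM or with the totals of 5 libraries. TMM, the scaling set before the data were examined, was restored after the results of all settings had been seen.

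The paper's thresholds were used: a log2 fold change of at least 1 in either direction for TAC, and over 2 for quadriceps against heart, each with an unadjusted p under 0.05. The genes named in the text were chosen by a rule set before the data were examined: Ostn, Igfbp5, Fbxo32, Trim63, Foxo1, Tnf, the extremes of the 48 genes of Supplementary Fig. 2e and those that miss a criterion, and the 5 largest falls and 5 largest rises in TAC without overlap between the groups. Other genes that are named serve to check labels or describe an overlap, and were chosen after their values were seen. Not every gene that this rule selects is reported here. Gene lists were compared with Fisher's exact test and the camera test of limma 3.58.1. The alternatives were DESeq2 1.42.0, other count filters, limma on log2 RPKM with a pseudocount of 0.5, 1 or 0.1 (5 libraries in the TAC comparison), other thresholds, the replicate number as a block, all 9 libraries in one fit and leaving out each library. Added after the data were seen were limma with a pseudocount of 0.5 on RPKM in place of counts and DESeq2's size factors for the gene lists. The rows whose counts and statistics share a transcript, 1 transcript per gene and library totals in the heart comparison were also added then. So were the 4 quadriceps libraries numbered 1 and 2 without a block. A block with the numbers crossed was also fitted for these 4 libraries and dropped, since same-numbered libraries did not deviate in opposite directions (r = 0.061). Sham and TAC libraries of the same number are different mice. Whether sham heart and sham quadriceps libraries of the same number come from the same mice is not known here, and the pairing comes only from the numbers in the labels.

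The procedure was tested on simulated data with 200 genes changed by a log2 fold change of 2, as many raised as lowered. The spread between replicates followed the dispersion trend alone. In the TAC comparison, 98.5% of the 200 were recovered among 586 genes, and 3.43% of the calls were false. In the heart comparison, 95% were recovered among 23889 tested transcripts, and 6.44% of the calls were false. No shift of most genes to one side was simulated, so these rates hold for balanced changes only. Replicate libraries differed by far more than sampling noise, with a chi-square per degree of freedom of at least 7.10 for every pair, so none was counted as a duplicate. A fold against a group with at most 3 counts in every library was computed against 3 counts, except that of Tnf between the sham tissues. Floors of this kind cover counting error only. Gene positions and exons come from the GENCODE vM21 annotation of GRCm38. Calculations outside R used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Genes outside the secreted-protein table were not analysed here for TAC.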

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

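The tests in this part were set before their results were seen, except that of the level of the 5 genes in sham heart. Those set before were first run with library totals. They were rerun with TMM and a changed thinning share after the first results were seen, and the values below are from the rerun. In the first run the largest p after thinning was higher and the smallest log2 fold change lower. Il6ra, Lcn2, Vegfd, Flrt1 and Gdnf are flagged because they rose in TAC quadriceps above the sham level and the paper does not discuss them. Their log2 fold changes were 5.05 for Il6ra, 4.05 for Lcn2, 3.94 for Vegfd, 3.07 for Flrt1 and 2.50 for Gdnf, and they were chosen as the largest rises without overlap between the 3 TAC and the 3 sham values. The authors' deposited table lists rises of 4.52, 3.54, 3.56, 2.56 and 2.03 in the same genes. For Il6ra, Vegfd and Gdnf these statistics belong to another transcript than the counts. With library totals the rises were 4.67, 3.69, 3.28, 2.48 and 2.24.

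Greater depth of the TAC libraries was tested by thinning their counts to a share of 0.669, the ratio of the sham median total to the mean of the 2 TAC totals. The largest unadjusted p of the 5 genes, from edgeR's quasi-likelihood test, was then 0.00391. Thinning by 1 share leaves the expected fold changes in place. It shows only that the low p-values did not rest on the extra counts. A batch difference that goes with depth was not tested. One library alone was tested by leaving out each TAC library. The smallest log2 fold change of any of the 5 was then 1.92, in Gdnf. The genes were chosen without overlap between the groups, so this could change the size of a rise but hardly its direction. Heart RNA in the TAC libraries was tested on genes at least 16 times higher in sham heart than in sham quadriceps. Their median log2 fold change in TAC quadriceps was -0.54, but there were 3 such genes, too few to decide. The level of the 5 genes in heart was therefore compared: Vegfd, Flrt1 and Gdnf were higher in sham quadriceps than in sham heart, and the largest log2 fold change of sham heart over sham quadriceps was 0.67, in Lcn2. Heart RNA at the level of sham heart thus does not account for the rises, and heart after TAC was not analysed here. Neutrophil RNA was considered for Lcn2, but 0 of the 13 other marker genes on the list are in the table, so it was not tested. The labels name no sequencing batch. A biological explanation, a response of the muscle to TAC, may apply as a hypothesis, but the rise of Lcn2 cannot be told apart from neutrophil RNA.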

How the results depend on the processing

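The settings were chosen before the data were examined except for the authors' recovered normalization, library totals, rows with 1 transcript for counts and statistics, 1 transcript per gene, limma on log2(RPKM + 0.5) and the 4 libraries without a block. For the gene lists, DESeq2's size factors were also added later.

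With TMM over the listed genes, 67 genes were higher and 74 lower in TAC quadriceps by the paper's criterion. With the authors' recovered normalization it was 23 and 150, and with library totals (5 libraries) 20 and 175. At an adjusted p-value under 0.05, 104 higher and 70 lower genes became 31 and 177 with the authors' recovered normalization and 20 and 180 with library totals. The median log2 fold change of the listed genes moved by -0.51 and -0.66 with these 2 scalings, and by 0.004 with DESeq2. Of the 48 genes, 16 passed both criteria with TMM and 30 with the authors' recovered normalization. The lower FoxO genes went from 0 to 2 with library totals and to 2 with the authors' recovered normalization, and the lower PI3K-Akt related genes from 15 to 23 with library totals.

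The fall of Ostn in TAC (log2 fold change -0.996) had an unadjusted p over 0.05 with TMM and one under 0.05 in 10 of the 19 alternatives. Its log2 fold change was -1.02 with DESeq2, -1.50 with the authors' recovered normalization, -1.47 with library totals, -1.07 with at least 10 counts in every library, -1.27 on log2(RPKM + 0.5) with limma and also -1.27 with a mean value of at least 1, -1.67 with a pseudocount of 0.1 and -0.992 with a pseudocount of 1. The others were the replicate block and the fit without TAC library 2. The replicate block pairs different mice by number. The 4 libraries it uses gave an unadjusted p of 0.171 with no block (edgeR's quasi-likelihood test). Over all 19, edgeR's, DESeq2's or limma's adjusted p of Ostn ranged from 0.0123 to 0.346.

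The RPKM settings used limma and 5 libraries in the TAC comparison. On log2(RPKM + 0.5), 9 genes were higher by the paper's criterion, 17 higher and 199 lower by adjusted p, 552 transcripts were higher in quadriceps than heart, and 9 of the 48 genes passed. With a pseudocount of 1 these numbers were 7, 16, 192, 419 and 5, and with a mean value of at least 1 in one group 9, 10, 142, 552 and 9. With a pseudocount of 0.1, 17 genes were higher and 162 lower, 16 and 198 by adjusted p, and 812 transcripts were higher in quadriceps. A filter of at least 10 counts in every library left 861 transcripts and 10 of the 48 genes, and removed Ostn from the heart comparison. That filter therefore gave no fold of Ostn over heart. In the RPKM settings the log2 fold change of Ostn over heart was 2.68 with a pseudocount of 0.5, 4.68 with 0.1 and 1.90 with 1, the last under the paper's threshold of 2. With 1 transcript per gene, 1059 transcripts were higher in quadriceps. With all 9 libraries in one fit, 117 genes were lower by adjusted p.

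At a log2 fold change of at least 1.5, 25 genes were higher and 30 lower, with 8 collagen chains and 7 PI3K-Akt related genes among the lower. At a 1.5-fold change 129 genes were higher, and with no fold threshold 138. In the heart comparison, a log2 fold change over 1 gave 3914 transcripts and over 3 gave 1029, against 1699, and over 3 left 8 of the 48 genes.

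Same-numbered libraries did not deviate together (r = -0.045 in the TAC comparison and 0.02 in the heart comparison). The replicate block used the 4 quadriceps libraries numbered 1 and 2. It gave 56 genes higher and 62 lower by adjusted p, where the same 4 libraries with no block gave 49 and 39. The log2 fold change of Ostn was -1.16 with the replicate block (adjusted p = 0.0604 from edgeR's quasi-likelihood test) and -0.88 in the same 4 libraries with no block (adjusted p = 0.337 from the same test). In the heart comparison the replicate block gave 1687 transcripts.

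With single libraries left out, the genes higher by the paper's criterion numbered from 47 to 85 and those lower from 62 to 91. By adjusted p they numbered from 25 to 113 and from 35 to 102. Of the 48 genes, 13 to 23 passed, and 1560 to 1690 transcripts were higher in quadriceps. Ostn ranged from -1.75 to -0.70 in TAC. Its fold over heart, a lower bound, ranged from at least 38.9 to at least 73.0 over its 10 alternatives and kept an unadjusted p under 0.05 in each. The unadjusted p of Igfbp5 in TAC passed 0.05 in 2 of the fits that left out a library and in the 4 libraries without a block. On log2(RPKM + 0.5), the log2 fold changes of C1qtnf3, Flrt1 and Gdnf fell short of 1 in size (-0.92, 0.84 and 0.61), and with a pseudocount of 1 as well (-0.54, 0.55 and 0.36). With library totals Ucn2 no longer passed the paper's criterion (log2 fold change 0.586, against 1.62) and Csf1 passed it (-1.00, against 0.28).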

Differences from the paper's values

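The fall of Ostn, which the paper gives as about 3.5-fold, was 1.99-fold here with TMM over the listed genes. The authors' deposited log2 fold change of -1.48 is also short of 3.5-fold, since -1.50 makes 2.84-fold. The paper also reports lower Ostn in quadriceps by qPCR and lower Musclin protein in quadriceps and plasma, none of which was analysed here. Of the alternatives set before the data were examined, a pseudocount of 0.1 on RPKM (3.18-fold), a mean RPKM of at least 1 in one group (2.40-fold) and leaving out TAC library 2 (3.37-fold) came within 1.5 times of the paper's value. DESeq2's size factors (2.03-fold), the other count filters, all 9 libraries in one fit, the replicate block (2.23-fold), a pseudocount of 1 and leaving out any other library did not. The authors' recovered normalization (2.84-fold), library totals (2.78-fold) and limma on log2(RPKM + 0.5) (2.40-fold) came within it too, and were chosen after the values were seen.

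The paper reports 48 mRNAs that met its criteria, and here 16 of these 48 genes passed both. None of the alternatives set before the data were examined closed the gap, with 5 to 23 genes across them. The authors' recovered normalization, chosen after the values were seen, gave 30. None could have reached 48. In the heart comparison 31 of the genes passed here, and 31 have a log2 fold change over 2 in the authors' deposited table. The paper states an average of 30000000 reads per sample, and the median of the 2 TAC quadriceps totals recovered here was 48807047, a sum over transcripts in which a read can enter more than once. The median totals of sham quadriceps (32651317) and sham heart (37057358) were nearer to the paper's figure. No alternative bears on these totals.

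The paper selects Ostn as a gene that changes after TAC. Ostn missed the paper's criterion here. It passed with DESeq2 and its own test, with at least 10 counts in every library and with a pseudocount of 0.1. It also passed with a mean value of at least 1, without TAC library 2 and with the replicate block, which pairs different mice. Of the settings chosen after the values were seen, it passed with the authors' recovered normalization, library totals and log2(RPKM + 0.5). Of the 48 genes, 25 passed the TAC criterion here and 27 with DESeq2. With settings chosen after the values were seen, 46 passed with the authors' recovered normalization and 42 with library totals. The paper's figure includes Csf1 as changed after TAC. Csf1 had a log2 fold change of 0.28 here and has -1.08 in the authors' deposited table, for another transcript, and it passed with library totals (log2 fold change -1.00). The paper describes its selected genes as more highly expressed in quadriceps than in heart, while 17 of the 48 were lower in quadriceps here and in the authors' deposited table.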

Other observations

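The tests in this part were chosen after the results were seen. By the paper's criterion 141 secreted-protein genes were higher or lower in TAC quadriceps. Of the 10 splits of the 6 libraries, 1 gave as many genes past the criterion, the real one, and the most in another split was 16. Splits of 3 against 3 cannot give a share under 0.1. Only 4 of the 10 splits part as many same-numbered pairs, and the most in another of these was 12. In the heart comparison, 1 of the 10 splits gave as many transcripts, the real one with 3796, and the most in another split was 41. In both comparisons 0 genes passed an adjusted p of 0.05 in every other split, where up to 16 and 41 passed the criterion at an unadjusted p under 0.05. Greater depth of the TAC libraries was tested by thinning, after which 136 of the 141 genes passed the criterion the same way. Thinning leaves the expected fold changes in place, so it tested only whether the calls rested on the extra counts. Across genes, which are not independent replicates, Spearman's rho with the log2 fold change was 0.009 for transcript length and 0.075 for GC content. Part of the calls depended on the scaling of the libraries. DESeq2, with its own size factors and its own test, the authors' recovered normalization and library totals were compared. With all 3 alike, 93 of the 141 genes passed the criterion the same way, 74 of them lower and 19 higher. The last 2 scalings move the genes down, so a loss of higher calls near the threshold was built in. DESeq2's hardly moves them, and none of the 3 could have removed many lower calls. The count of 93 therefore does not decide which scaling is right. The 2 scalings drawn from whole libraries both put the median log2 fold change of the listed genes below 0. It was -0.48 with the authors' recovered normalization and -0.63 with library totals. TMM over the listed genes centers them, so it could not show such a shift. The changes may reflect TAC, but the higher calls that did not pass under every scaling run cannot be told apart from the scaling, and 10 splits are too few to exclude a grouping by chance of the libraries.

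Part of the 48 genes, 17, were lower in sham quadriceps than in sham heart. A candidate explanation is a threshold on the size of the fold change in either direction, since 47 of the 48 genes pass an absolute log2 fold change over 2 in the authors' deposited heart table, and 47 also with the other transcript choice. Another transcript of the gene was tested, and 0 of the 17 genes had a transcript over the threshold. Scaling of the libraries would have to shift the log2 fold changes by at least 3.64 to bring any of the 17 to the threshold, while the largest shift of the median between the scalings run was 0.75, and the 17 are also lower in the authors' deposited table. The explanation remains a hypothesis.

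The collagen chains fell together, with a median log2 fold change of -1.02. Less RNA from fibroblasts in the TAC libraries may contribute, since 19 of 20 listed fibroblast markers other than collagens were in the table, 15 of these fell, and their median log2 fold change was -0.64 (-1.15 with the authors' recovered normalization and -1.39 with library totals, each with 18 falling). This does not separate fewer cells from lower expression per cell.

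TAC library 2 held more Ostn than the other TAC libraries, with 0.872 of the distance to the sham mean. Sham muscle RNA mixed into TAC library 2 would give other genes a similar share. Over the 91 genes lower by the criterion without TAC library 2, the median share was 0.163, and 26 of the 91 had a share over 0.5. A mixture at the median share would leave Ostn below its level, but the shares differed between genes, so a mixture is not excluded. TAC library 2 also correlated more closely with the sham libraries (Spearman's rho across genes 0.893 to 0.921) than TAC library 1 (0.832 to 0.853) or 4 (0.854 to 0.888). No biological explanation was tested.

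Fbxo32, Trim63, Foxo1 and Tnf, which the paper measured in muscle after TAC by qPCR, are compared here between sham tissues alone. The log2 fold changes of Fbxo32, Trim63 and Foxo1 in sham quadriceps against sham heart were 1.88, 1.10 and -0.33 (adjusted p = 9.54e-06, 0.000200 and 0.0688 from edgeR's quasi-likelihood test). That of Tnf was -1.40 (adjusted p = 0.0467 from the same test), which is not an exact fold. Tnf was at 0.0761 ± 0.0357 CPM (SD, n = 3) in sham quadriceps, where 3 counts make 0.110 to 0.170 CPM.

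The legend of Supplementary Fig. 2 names the Wald test, whereas the methods name EdgeR and the authors' deposited tables hold F statistics of the kind edgeR writes.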
